# Comparative genome‐scale analysis of *Pichia pastoris* variants informs selection of an optimal base strain

**DOI:** 10.1002/bit.27209

**Published:** 2019-11-12

**Authors:** Joseph R. Brady, Charles A. Whittaker, Melody C. Tan, D. Lee Kristensen, Duanduan Ma, Neil C. Dalvie, Kerry Routenberg Love, J. Christopher Love

**Keywords:** RNA‐Seq, yeast, recombinant protein, heterologous gene expression

## Abstract

*Komagataella phaffii*, also known as *Pichia pastoris*, is a common host for the production of biologics and enzymes, due to fast growth, high productivity, and advancements in host engineering. Several *K. phaffii* variants are commonly used as interchangeable base strains, which confounds efforts to improve this host. In this study, genomic and transcriptomic analyses of Y‐11430 (CBS7435), GS115, X‐33, and eight other variants enabled a comparative assessment of the relative fitness of these hosts for recombinant protein expression. Cell wall integrity explained the majority of the variation among strains, impacting transformation efficiency, growth, methanol metabolism, and secretion of heterologous proteins. Y‐11430 exhibited the highest activity of genes involved in methanol utilization, up to two‐fold higher transcription of heterologous genes, and robust growth. With a more permeable cell wall, X‐33 displayed a six‐fold higher transformation efficiency and up to 1.2‐fold higher titers than Y‐11430. X‐33 also shared nearly all mutations, and a defective variant of *HIS4*, with GS115, precluding robust growth. Transferring two beneficial mutations identified in X‐33 into Y‐11430 resulted in an optimized base strain that provided up to four‐fold higher transformation efficiency and three‐fold higher protein titers, while retaining robust growth. The approach employed here to assess unique banked variants in a species and then transfer key beneficial variants into a base strain should also facilitate rational assessment of a broad set of other recombinant hosts.

## 1 INTRODUCTION

Pipelines for recombinant biopharmaceuticals now include a growing number of forms and structures, including single‐domain antibodies, fusion proteins, antibody‐drug conjugates, bi‐specific antibodies, and subunit vaccines. This increasing diversity, coupled with increasing global demand for such products at reduced costs, present certain challenges for the host organisms commonly used today for production (Legastelois et al., 2017; Matthews et al., 2017). Rapidly advancing technologies for genomic engineering of hosts are promoting renewed consideration of microbial hosts for these tasks (Wagner & Alper, 2016). Selection of an optimal host for pursuing such purposes, however, can be difficult: many organisms may be suitable hosts, and for each organism, several variants typically exist (Jiang et al., 2019; Matthews et al., 2017). A framework for the rational evaluation of potential hosts could further promote the adoption of alternative hosts for commercial protein expression.

The methylotrophic yeast *Komagataella phaffii* (commonly known as *Pichia pastoris*) is one widely used candidate for the production of recombinant proteins. Detailed analyses of available strains could identify the genomic features that would inform an optimal base strain for deliberate engineering and development. *K. phaffii* is employed in the production of biosimilars, commercial innovator products, and several other molecules in development (Berlec & Štrukelj, 2013; EMA, 2018; Ghosh, 2017; Kuhlmann & Schmidt, 2014; Meehl & Stadheim, 2014). The yeast has been engineered to produce human‐like glycoforms (Hamilton et al., 2006). It has also achieved high volumetric productivity (Matthews et al., 2017), and offers potential for systematic genomic engineering to enhance productivity (Love, Dalvie, & Love, 2018). To date, *K. phaffii* has been used as a host in nearly 7,000 research articles since 2003 (Web of Science).

Despite the advantages of this host, the interchangeable use of various base strains of *P. pastoris* available today has led to reports of substantially variable performance. Productivity (Goncalves, 2013; Hochstrasser, Lüscher, De Virgilio, Boller, & Wiemken, 1998; Seo, & Rhee, 2004), growth (Hochstrasser et al., 1998; Seo, & Rhee, 2004; Sirén et al., 2006), proteolytic activity (Salamin, Sriranganadane, Léchenne, Jousson, & Monod, 2010; Sinha, Plantz, Inan, & Meagher, 2005; Sirén et al., 2006), and glycosylation (Blanchard et al., 2008; Tzeng & Jiang, 2004) have varied substantially among strains depending on the product expressed. Such inconsistencies underscore the need for a systematic evaluation of host properties to inform the choice of a standard base strain. Standardization should also enable streamlined host engineering for enhanced productivity and potentially facilitate greater adoption of *P. pastoris* as an alternative host for protein expression.

Here, we present a comprehensive assessment of the genomes, transcriptomes, and productivity of nine strains of *K. phaffii* available from the United States Department of Agriculture Culture Collection (USDA‐NRRL), as well as commercial strains GS115 and X‐33. Our analyses revealed significant variation among strains in genes related to cell wall integrity, and these genetic variations influence methanol metabolism, transformation efficiency, growth, and heterologous protein production. These differences may account, in part, for inconsistencies in the performance reported for this host. Y‐11430 performed best as a recombinant host, with high volumetric productivity and robust growth. X‐33 and GS115, however, offer advantages over Y‐11430 related to transformation efficiency (X‐33) and secretion of proteins (X‐33 and GS115), albeit with growth deficiencies. We found certain genomic features that account for aspects of these varied performances among strains, and provide a data‐driven approach for rational evaluation of alternative hosts and creation of a modified base strain of Y‐11430 for further development.

## 2 MATERIALS AND METHODS

### 2.1 Strains and cultivations

Y‐11430, Y‐48124, Y‐12729, Y‐48123, Y‐17741, Y‐7556, YB‐4290, YB‐378, and YB‐4289 were obtained from the USDA‐NRRL. X‐33 was purchased from Thermo Fisher Scientific and GS115 from ATCC 20864. Linear vectors containing genes with single‐nucleotide polymorphisms (SNPs) were integrated via homologous recombination to replace the native genes (*HIS4, RCR2*, or *RVB1*). Vectors contained the following (5′ to 3′): the open reading frame (ORF) with the SNP (5′ homology arm), the *AOX1* transcription terminator, a cassette for Blasticidin or G418 selection (Thermo Fisher Scientific), a bacterial replication origin, and the native terminator (3′ homology arm).

Strains were generated to express either human growth hormone (rhGH) or granulocyte‐colony stimulating factor (rhG‐CSF) under control of the *AOX1* promoter using a commercial vector (pPICZ A; Thermo Fisher Scientific, for gene sequences; see Table S1). Strains were generated to express trastuzumab with the heavy chain under control of the *AOX1* promoter and the light chain under control of the *DAS2* promoter. Competent cells were prepared and transformed as described elsewhere (Lin‐Cereghino et al., 2005). Cells were allowed to recover for 3 hr at 30°C without shaking and plated on YPD agar plates supplemented with 400 µg/ml phleomycin D1 (Thermo Fisher Scientific). For direct comparison of transformation efficiencies, strains independently were transformed with each of three vectors (either rhGH, rhG‐CSF, or rhIFN‐α2b) in duplicate for each input amount of DNA tested. Strains were grown in 24‐well deep well plates (25°C, 600 rpm) using glycerol‐containing media (BMGY‐Buffered Glycerol Complex Medium; Teknova) supplemented to 4% (v/v) glycerol. After 24 hr of biomass accumulation, cells were pelleted and resuspended in either fresh BMGY or BMMY (Buffered Methanol Complex Medium; Teknova) containing 1.5% (v/v) methanol. Samples from nontransgenic strains were collected after 24 hr initial growth in BMGY and after an additional 24 hr growth in either BMGY or BMMY. Samples from transgenic strains were collected after the additional 24 hr growth in BMMY. For screening growth without histidine, strains were grown using either synthetic complete (SC) or synthetic complete medium without histidine (SC‐his), prepared as described elsewhere (Sherman, 1991). Samples were collected every 12 hr from each of six independent replicates, with a final collection after 54 hr of growth.

### 2.2 Genome sequencing

The nine USDA‐NRRL strains and X‐33 were grown overnight in YPD (BD Difco). DNA was extracted as previously described (Lõoke, Kristjuhan, & Kristjuhan, 2011) and purified using the MagJET gDNA Kit (Thermo Fisher Scientific). Fragment libraries were prepared from genomic DNA as described previously (Love et al., 2016) and sequenced on an Illumina NextSeq to generate 150‐nt paired‐end reads.

Single‐nucleotide variant analysis was done according to the GATK Best Practices workflow (Van der Auwera et al., 2013). Alignments were performed using Burrows–Wheeler Aligner (BWA‐MEM) v0.7.5a (H. Li & Durbin, 2010), sorted, duplicates were marked, and .bam files were indexed using Picard v1.94 and SAMtools v0.1.19. Local realignment of high‐quality indels and SNPs was performed using GATK tools v3.1.1 and variants were functionally annotated with SnpEff v2.0.5d (Cingolani et al., 2012). A subset of five SNPs was confirmed by Sanger sequencing (Table S2). Insertions, deletions, and substitutions were identified using breseq v0.33.1 (Barrick et al., 2014) with bowtie2 v2.2.6 and R v3.3.1. Predicted translocations were identified using the function BND from DELLY v0.7.9 (Rausch et al., 2012) with the BWA‐MEM alignments as input.

### 2.3 Transcriptome analysis

RNA was extracted and purified according to the Qiagen RNeasy kit (cat. no. 74104) and RNA quality was analyzed to ensure RNA Quality Number >7. Nontransgenic strain RNA libraries were prepared using the Roche KAPA HyperPrep kit and sequenced on an Illumina NextSeq to generate 40‐nt paired‐end reads. RNA libraries for transgenic strains were prepared using the 3′ digital gene expression (3′ DGE) method (Soumillon, Cacchiarelli, Semrau, van Oudenaarden, & Mikkelsen, 2014) and sequenced on an Illumina HiSeq 2500 to generate paired reads of 17 bp (read 1) + 46 bp (read 2).

Sequenced single‐end reads from nontransgenic strains (KAPA method) were aligned and quantified using STAR v2.5.3a (Dobin et al., 2013) and RSEM v1.3.0 (B. Li & Dewey, 2011). Sequenced messenger RNA transcripts from transgenic strains (3′ DGE method) were quantified with Salmon v0.9.1 (Patro, Duggal, Love, Irizarry, & Kingsford, 2017), using a transcript database consisting of a single *K. phaffii* transcript per gene, each with a 100‐nt extension on the 3′ end, as well as rhGH and rhG‐CSF transgenes. Expression for both datasets was visualized using log_2_(transcripts per million [TPM] + 1) values. Sequencing data have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE135666 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135666).

Differential gene expression was analyzed using the DESeq2 package in R starting from gene integer counts and including log‐fold‐change shrinkage. Principal component analysis (PCA) was performed in R using prcomp with log_2_(TPM) values as input. The package PCGSE was used to analyze PCA loadings for enrichment of gene sets as described previously (Frost, Li, & Moore, 2015). Gene set enrichment analysis (GSEA) was performed in R using fgsea (Sergushichev, 2016) and GOseq (Young, Wakefield, Smyth, & Oshlack, 2010). GOseq analysis was performed with Bonferroni correction and Wallenius enrichment. ssGSEA was performed as previously described (Barbie et al., 2009) using GenePattern 2.0 (Reich et al., 2006). The reporter metabolites analysis was performed using RAVEN toolbox v1.08 and a published genome‐scale metabolic model for *K. phaffii* (Tomàs‐Gamisans, Ferrer, & Albiol, 2016). Additional R packages—UpSet (Lex et al., 2014), viridis, and plasma were used.

### 2.4 Analytical assays for strain characterization

Select strains were grown overnight in YPD and cell wall susceptibility assays were performed as described elsewhere (Ram & Klis, 2006). Congo red and Calcofluor white dyes (cat. nos. C6277 and F3543; Millipore Sigma) were added to final concentrations of 150 and 20 µg/mL, respectively.

Quantitative polymerase chain reaction (PCR) was performed according to PowerUp SYBR Green kit instructions (Thermo Fisher Scientific) using a Roche LightCycler 480. β‐Actin, rhGH, rhG‐CSF, and trastuzumab ORFs were PCR amplified and serially diluted to generate a standard curve (see Table S2 for primers). Experimental design and absolute copy number quantification were performed according to best practices (Abad et al., 2010)

Protein concentrations of rhGH and rhG‐CSF were determined using sandwich enzyme‐linked immunosorbent assay (ELISA) as described elsewhere (Crowell et al., 2018). rhGH‐specific antibodies were used at concentrations of 5 µg/ml capture (ab1954; Abcam, Cambridge, UK) and 0.6 µg/ml secondary/detection (ab1956; Abcam). rhG‐CSF‐specific antibodies were used at concentrations of 2 µg/ml capture (BVD13‐3A5; Biolegend, San Diego, CA), 0.4 µg/ml secondary (BVD11–37G10), and 0.2 µg/ml detection (ab7403; Abcam). Protein concentrations of trastuzumab were determined using a Human IgG1 ELISA kit (cat. no. RAB0242; Millipore Sigma).

## 3 RESULTS AND DISCUSSION

After nearly 30 years of use, the name *P. pastoris* was reclassified to include two distinct organisms: *Komagataella pastoris* (NRRL Y‐1603/CBS704) (Mattanovich et al., 2009) and *K. phaffii* (NRRL Y‐11430/CBS7435; (Küberl et al., 2011; Kurtzman, 2005, 2009; Sturmberger et al., 2016; Wegner, 1983). Early in its use, *K. phaffii* Y‐11430 was mutagenized with nitrosoguanidine to generate the histidine auxotroph, GS115, which became popular for the ease of integrating a heterologous gene into the genome using complementation of *HIS4* (Cregg, 1989; Cregg, Barringer, Hessler, & Madden, 1985; De Schutter et al., 2009). Later, X‐33 was reportedly created by complementation of *HIS4* into GS115 to restore prototrophy (Higgins et al., 1998), and is commercially available along with GS115. There are also several other strains of *K. phaffii* available in culture collections (https://nrrl.ncaur.usda.gov/) that may have utility as recombinant hosts. In total, there are at least 11 different historical strains excluding more recently engineered variants. To assess the relative fitness of each strain as a recombinant host, we first characterized the genomic and transcriptomic profiles of these 11 *K. phaffii* strains (Table 1).

**Table 1:** Identifying and source information for each strain characterized

Strain ID	Alternate ID	Source	Isolation information
Y‐11430	CBS 7435	USDA‐NRRL	Black oak, California
Y‐7556	CBS 2612	USDA‐NRRL	Black oak, California
YB‐4290	CBS 2612	USDA‐NRRL	Black oak, California
Y‐12729		USDA‐NRRL	Unknown, Mexico
Y‐48123		USDA‐NRRL	Unknown
GS115		Life Technologies^TM^	MNG mutant of Y‐11430
X‐33		Life Technologies^TM^	Revertant of GS115
Y‐48124	X‐33	USDA‐NRRL	Revertant of GS115
YB‐4289		USDA‐NRRL	Black oak, California
YB‐378		USDA‐NRRL	Elm
Y‐17741		USDA‐NRRL	Emory oak, Arizona

Abbreviations: MNG, methylnitronitrosoguanidine; USDA‐NRRL, United States Department of Agricultural‐Northern Regional Research Laboratory

### 3.1 Significant genetic variability exists among variants of *K. phaffii*

We hypothesized that conserved genetic polymorphisms among strains may cause phenotypic differences, so we sequenced the genome of each strain and performed variant calling based on alignment to our reference genome for Y‐11430 (Love et al., 2016). We analyzed the genomic sequences for the presence of functional and nonfunctional SNPs (Figure 1) and larger structural variants such as insertions or deletions relative to Y‐11430. We define functional SNPs to be polymorphisms that create a theoretical nonsynonymous mutation or impact gene expression or splicing. Genotyping revealed three dominant groups among these strains: ones with two or fewer variants relative to Y‐11430 (Group 1), GS115 and derivative strains (Group 2), and strains very different from Y‐11430 (Group 3; Figure 1a). Interestingly, several strains do not possess one or both of the linear plasmids present in Y‐11430 (Figure 1a), which may relate to the lineage of these strains.

**Figure 1:**
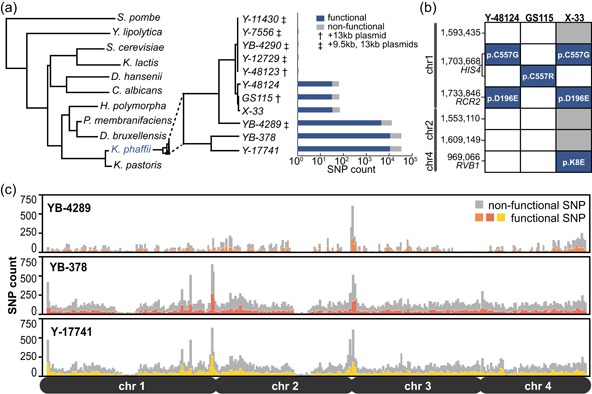
Genotypic comparison among wild‐type and biotechnological *Komagataella phaffii* strains. (a) Phylogeny and single‐nucleotide polymorphisms (SNP) count of *K. phaffii* strains sequenced in this study. SNP counts are shown on a logarithmic scale. The presence of either killer plasmid present in Y‐11430 is noted where applicable. (b) SNPs that differ between one or more members of the GS115 family (Group 2) strains. Gray and blue fill indicate the presence of nonfunctional and functional SNPs, respectively. The resultant missense is noted where applicable. (c) Distribution of SNPs across chromosomal positions for the three most variant strains (>16,000 SNPs, Group 3) [Color figure can be viewed at wileyonlinelibrary.com]

Among the strains nearly identical to Y‐11430, we identified just a single SNP in four strains (Y‐12729, Y‐48123, Y‐7556, YB‐4290) relative to Y‐11430 (Figure 1a). Y‐7556 and YB‐4290 were identical genomically and contain a structural variant of the transcription factor (TF) Rsf2p with 183 additional C‐terminal amino acids compared to the Y‐11430 homolog. Interestingly, the Rsf2p homolog in *Saccharomyces cerevisiae* also possesses this C‐terminal extension, suggesting the stop codon in Y‐11430 was introduced after speciation (Lu, Roberts, Oszust, & Hudson, 2005). Given that Rsf2p is a TF implicated in cellular morphogenesis and alcohol metabolism, it is unsurprising that the methylotrophic *K. phaffii* Y‐11430 and non‐methylotrophic *S. cerevisiae* possess such a structural difference in this protein. In addition to the Rsf2p variant in Y‐7556/YB‐4290, we also identified a p.H2Y mutation in *SMC3* (chromatid cohesion) in Y‐12729, and a p.S315C mutation in *SEF1* (iron uptake) in Y‐48123.

We previously determined that GS115 possesses 74 SNPs relative to Y‐11430, 35 of which are potentially functional (Love et al., 2016). Several of the functional SNPs occur in DNA repair (*RAD5, EXO1*, and *DNL4*) or cell wall genes (*CWH43* and *GQ67_02041*). All 74 SNPs present in GS115 were also present in Y‐48124 (an NRRL banked strain of X‐33) and X‐33, with the exception of an amino acid variant at the highly conserved position 557 of the essential His4p protein (Love et al., 2016). Both Y‐48124 and X‐33 possess a p.C557G substitution in *HIS4*, rather than the p.C557R substitution found in GS115 (Figure 1b). This observed substitution contradicts the widespread reports in commercial kits (cat. no. C18000; Invitrogen) and the broader literature that X‐33 has a wild‐type *HIS4* genotype (Ahmad, Hirz, Pichler, & Schwab, 2014; Blanchard et al., 2008; Huang et al., 2014).

In addition to the 74 shared SNPs, variant calling also identified one functional SNP in Y‐48124, and five additional SNPs in X‐33 (Figure 1b). The additional mutation in Y‐48124, shared by X‐33, creates a p.D196E missense mutation in the endosomal vacuole protein Rcr2p, which sorts plasma membrane‐bound proteins (Kota, Melin‐Larsson, Ljungdahl, & Forsberg, 2007). Though not present in the conserved RCR domain, this mutation is located in a conserved region demonstrated to alter the stability of membrane proteins generally (Kota et al., 2007; Letunic & Bork, 2018). X‐33 also possesses a p.K8E missense mutation in the helicase protein, Rvb1p, which is responsible for a broad set of functions related to cell maintenance, including transcription, DNA repair, and the cell cycle (Jha & Dutta, 2009; Zhou et al., 2017). Taken collectively, these data corroborate a lineage from GS115 to Y‐48124 to X‐33, but do not support the hypothesis that X‐33 was created by simple complementation of *HIS4* in GS115 (Ahmad et al., 2014).

Three strains varied significantly from Y‐11430 (Figure 1a). We detected 16,000 SNPs in YB‐4289 and over 44,000 SNPs in YB‐378 and Y‐17741 relative to Y‐11430. Approximately one‐third of these SNPs are potentially functional and many are concentrated at the ends of chromosomes or in repetitive sequence regions, consistent with strain or organismal divergence (Figure 1c; Louis, Naumova, Lee, Naumov, & Haber, 1994). Despite these high SNP counts, these strains likely belong to *K. phaffii*, and not *K. pastoris*, since the latter species has on the order of one million SNPs relative to *K. phaffii* Y‐11430 (Love et al., 2016). Of note, YB‐378, YB‐4289, and Y‐17741 all possess the larger variant of Rsf2p present in Y‐7556 and *S. cerevisiae*.

In addition to SNPs, we detected several thousand structural variants (insertions, deletions, and substitutions) relative to Y‐11430 in these strains. The vast majority of these variants were less than 5 bp in length, but our analysis revealed larger variants such as a 4,000‐bp deletion in Y‐17741, two 1,000‐bp deletions in YB‐378 and Y‐17741, and a 276‐bp substitution in YB‐4289. We also found evidence of structural differences in several cell wall genes in these three strains relative to the other strains. Intragenic tandem repeats have been reported in cell wall genes in *S. cerevisiae* as a means to easily recombine and adapt to new environments (Verstrepen, Jansen, Lewitter, & Fink, 2005). Irregular depths of aligned reads in several flocculation genes (*ALS2, DIG, FLO1, FLO11‐MUC1, FLO11‐BSC1*, and two *FLO9*‐like genes) suggest a similar phenomenon in YB‐378, YB‐4289, and Y‐17741. Interestingly, X‐33 and Y‐48124 also display a similar structural difference in *ALS2* and *FLO11‐MUC1*, which may lead to a difference in the structure of the cell wall.

### 3.2 Transcriptomic characterization of strains reveals phenotypic clusters

With an understanding of the intrinsic genomic diversity of the strains, we next performed transcriptomic analysis on each strain to assess how the three groups varied in gene expression. We cultivated each strain in both glycerol‐containing and methanol‐containing media, which are commonly used to build biomass and express heterologous proteins, respectively (Life Technologies, 2014). We performed RNA‐Seq and measured cell growth (Figure S1) from samples collected under three relevant conditions: after growth for an initial 24 hr with glycerol (Condition A), after growth for an additional 24 hr with glycerol (Condition B), and after growth for an additional 24 hr with methanol (Condition C). We observed the expression of all genes under each of the three conditions, from which we determined the correlation of expression among strains (Figure 2a). In particular, gene expression was strongly correlated within each of two major clusters comprising Y‐11430, Y‐48124, Y‐12729, and Y‐48123 (Cluster 1) and Y‐7556/YB‐4290, YB‐378, and YB‐4289 (Cluster 2). The strong correlation within Cluster 2 was surprising given the thousands of SNPs present in YB‐378 and YB‐4289 relative to Y‐7556/YB‐4290. The correlation of expression between these two clusters was weak under Condition C, suggesting differences in growth with methanol. Further, we observed significant enrichment of gene sets related to central cell functions, such as RNA processing and translation, between these clusters under both Conditions A and C (Table S3). Gene expression in Y‐17741, the most divergent strain, was distinct from all other strains across all conditions. Differential expression analysis revealed nearly 1,000 differentially expressed genes (DEGs) between Y‐17741 and Cluster 1 under Conditions B and C (Figure S2). We leveraged these transcriptomic data, in conjunction with targeted assays, to evaluate each strain for its utility as a recombinant protein host.

**Figure 2:**
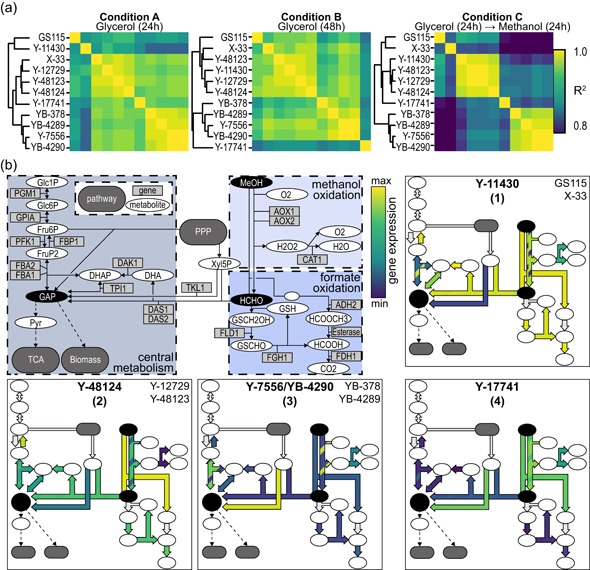
Whole transcriptome comparison of strains during different conditions of fermentation and expression of methanol utilization (Mut) pathway genes. (a) Correlation matrices for all expressed genes under each condition, with hierarchical clustering by Ward's method. (b) Depiction of the Mut pathway in *K. phaffii*, adapted from Küberl et al. (2011). Major intermediates are colored in black. Expression of Mut genes is illustrated for four strains representative of four different observed phenotypes; arrows for each pathway step are colored by the expression level of the appropriate enzyme(s) as determined by RNA‐Seq. Color scale indicates the relative expression of each gene across strains. When two genes contribute to a pathway step, the lower‐numbered gene is colored as the major stripe (e.g., *AOX1* is light green in Y‐11430) and the higher‐numbered gene is colored as the minor stripe (e.g., *AOX2* dark blue in Y‐11430) [Color figure can be viewed at wileyonlinelibrary.com]

### 3.3 Y‐7556, YB‐378, YB‐4289, and Y‐17741 possess thick cell walls relative to other strains

Since gene expression differed most among strains following growth with methanol (Condition C), we analyzed the relative expression of genes in the methanol utilization (Mut) pathway. Expression of Mut genes varied among strains with four dominant phenotypic patterns: (1) strong methanol oxidation and dihydroxyacetone (DHA) synthesis, (2) strong methanol oxidation but moderate DHA synthesis, (3) weak methanol oxidation but strong pentose phosphate pathway (PPP) activity, and (4) moderate methanol oxidation but weak DHA synthesis (Figure 2b). Mut genes were expressed weakly in Y‐7556, YB‐378, YB‐4289, and Y‐17741 relative to the other strains (Figure S3). Strong relative expression of *TKL1* in these strains may suggest an increased flux through the PPP to create intermediates for central metabolism (Feng, Liu, Weber, & Li, 2018; Krainer et al., 2012). Increased utilization of the PPP could explain in part how these strains still attain reasonable cell densities despite weak expression of Mut genes (Figure S1; Nocon et al., 2014). In addition, strong uptake of methanol requires high concomitant oxygen demand (Pelechano and Pérez‐Ortín, 2009), but expression of genes associated with hypoxia suggested no such oxygen demand in these strains (Figure S3; Baumann et al., 2011).

As a potential explanation for reduced expression of methanol utilization genes, we hypothesized that these strains did not uptake methanol efficiently. We previously had observed that the typical amount of zymolyase used to digest the cell wall for RNA extraction was insufficient in these strains (Figure S3). We thus hypothesized that the cell wall of these strains might be thicker, slowing the diffusion of methanol into the cell. Higher expression of key cell wall and glycosylation genes in these strains also supports our hypothesis of a thicker cell wall for these strains (Figure S3). We further observed strong expression of *YNL190W, TIP1, PIR1*, and *SNQ2*, which previously have correlated with resistance to organic solvents in *S. cerevisiae* (Nishida, Ozato, Matsui, Kuroda, & Ueda, 2013). To further test our hypothesis, we plated these and other strains on agar containing Congo red or Calcofluor white—known dyes for interrogating the integrity of cell walls (Ram & Klis, 2006). Each of these strains displayed complete resistance to Congo red and near complete resistance to Calcofluor white, unlike any of the other strains in this study (Figure 3a). Given that only these strains share the larger Rsf2p variant found in *S. cerevisiae*, it is possible that this TF influences alcohol metabolism and cellular morphogenesis through a structural alteration of the cell wall.

**Figure 3:**
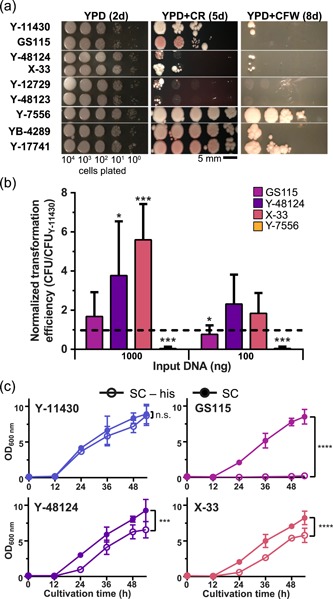
Phenotypic analysis of mutations affecting growth, cell wall composition, and DNA repair in select strains. (a) Plating of serial dilutions of strains on YPD and YPD supplemented with either Congo red or Calcofluor white dye. (b) Transformation efficiency of select strains relative to Y‐11430 for each of two input amounts of linearized plasmid DNA. Error bars represent standard deviation of six replicates. Significance was calculated using a one‐sample Student's *t* test relative to baseline =1. (c) Growth curves for each biotechnological strain in synthetic complete medium with histidine (SC) or without histidine (SC‐his). Error bars represent 95% confidence intervals. Significance was calculated using an extra sum‐of‐squares *F* test on nonlinear regressions for each culture. Regressions were created using a least‐squares fit to the Gompertz growth equation. *p ≤ .05; **p ≤ .01; ***p ≤ .001; ****p ≤ .0001; n.s., not significant [Color figure can be viewed at wileyonlinelibrary.com]

### 3.4 Thick cell wall leads to poor transformation efficiency in Y‐7556, YB‐378, YB‐4289, and Y‐17741

We next posited that a thicker cell wall would impede DNA uptake and lead to reduced transformation efficiencies. Y‐7556 and related strains did show extremely poor transformation efficiencies relative to Y‐11430 (Figure 3b). Repeated attempts to generate multi‐copy integrants expressing rhGH yielded fewer than 10 colonies for each of Y‐7556, YB‐378, YB‐4289, and Y‐17741 using common methods to prepare competent cells (Lin‐Cereghino et al., 2005; Wu & Letchworth, 2004). Confirmed expression of hGH was only achieved in YB‐4289 and Y‐17741, and these strains showed comparable or significantly weaker rhGH secretion relative to Y‐11430 (Figure S4). Due to weak expression of Mut pathway genes, a restrictive cell wall, and the difficulty in obtaining multi‐copy integrants, these four strains (Y‐7556, YB‐378, YB‐4289, or Y‐17741) do not offer significant advantages for recombinant protein production and we did not pursue them for further study.

### 3.5 Protein production is greater in Y‐11430 than Y‐12729 or Y‐48123

We observed comparable gene expression among Y‐11430, Y‐12729, and Y‐48123 across all conditions tested (Figure 2a; Figure S3), including expression of Mut genes (Figure 2b). We transformed all three strains to express secreted rhGH. Y‐11430 produced more protein than both Y‐12729 and Y‐48123 independent of copy number (Figure S4). None of our analyses revealed a significant metabolic, transformation efficiency, or productivity advantage in Y‐12729 and Y‐48123 relative to the genetically similar Y‐11430 strain.

### 3.6 Mutations in *HIS4* gene impair GS115 and X‐33 growth

Robust growth and high cell‐specific productivity are necessary to achieve high volumetric productivity. Surprisingly, GS115 grew slowly even in complex media containing histidine and to lower final cell densities than the other strains (Figure S1). We performed PCA on the gene expression data from Condition A (24 hr; glycerol) and found GS115 was distinct from the other strains by principal component two (Figure S5). This principal component was enriched for the amino acid metabolism gene set (ES = 1.89; *p* < .05; false discovery rate <10%) and genes associated with glutathione accumulation (*NIT1*) in response to osmotic stress (*CCC2, PDR12, ZPS1, FRE1, CTR1*; Table S4). Previous work in *S. cerevisiae* has shown a pH‐dependent, toxic sensitivity to metal salts caused by histidine auxotrophy, suggesting a role for histidine in mitigating osmotic stress (Pearce & Sherman, 1999). Analysis of gene expression under Conditions B and C also indicated differences in amino acid metabolism between GS115 and the other strains (Table S3; Table S5). This collective transcriptomic signature may suggest that, although there was available histidine in the media for GS115 during the first 24 hr of growth, a more permeable cell wall or membrane is unable to mitigate the osmotic imbalance already exacerbated by a lack of histidine inside the cell. Under Conditions B and C, however, GS115 likely depleted any histidine present in the medium.

Given the highly conserved nature of position 557 in His4p, we hypothesized that histidine synthesis may be impaired in Y‐48124 and X‐33, which contain substitutions at this position in His4p like GS115. We evaluated these strains for histidine auxotrophy or bradytrophy (slowed growth) by comparing growth of Y‐11430, GS115, Y‐48124, and X‐33 in both SC and SC‐his dropout media (Figure 3c). Surprisingly, we observed that the Y‐48124 and X‐33 strains reported to have a wild‐type phenotype (Higgins et al., 1998) also grew slowly without histidine. This slowed growth was most dramatic in the first 24 hr (*p* < .0001); growth over the entire cultivation in SC‐his media (54 hr) was, however, still significantly lower than in SC media (Y‐48124, *p* < .001; X‐33, *p* < .0001). Thus, both Y‐48124 and X‐33 are indeed bradytrophic for histidine, confirming the predicted functional impact of the p.C557G missense mutation determined in *HIS4*.

### 3.7 Cell wall defects in Y‐48124 and X‐33 lead to enhanced transformation efficiencies

Since GS115, Y‐48124, and X‐33 share mutations in several cell wall genes, we interrogated gene expression in these strains under Condition A, when biogenesis of the cell wall is most active. We analyzed the leading edge of GSEA results for cell wall and sporulation gene sets and identified a set of cell wall genes that distinguished these strains from the others (Figure S6). In particular, upregulated expression of *GAS2, CWP1, YPS1, TIP1, SPS22, SSP2*, and *PTP2* suggests strong induction of the cell wall integrity (CWI) pathway (Rodríguez‐Peña, García, Nombela, & Arroyo, 2010). Given this gene signature correlates with observed osmotic sensitivity in GS115, strong CWI induction suggests a weakened cell wall in Y‐48124 and X‐33.

To validate the transcriptomic evidence of altered cell walls in the family of GS115 strains, we compared growth of these strains to the other variants in the presence of Congo red or Calcofluor white (Figure 3a). While Y‐11430 excluded the Congo red dye (white colonies), GS115 incorporated it (red colonies), indicating a difference in cell wall biogenesis. Y‐48124 and X‐33 were more sensitive to Congo red than Y‐11430 and GS115, perhaps indicating a more permeable cell wall. In the presence of Calcofluor white, a few Y‐48124 and X‐33 colonies were observed after 8 days of growth, unlike GS115, suggesting a difference in cell wall composition (Ram & Klis, 2006).

We believed that a more permeable cell wall could enhance transformation efficiency, so we transformed two different amounts of three linearized plasmids targeting the *AOX1* locus into GS115, Y‐48124, and X‐33 and compared the efficiency to Y‐11430. We observed GS115 to display a similar transformation efficiency as Y‐11430. Y‐48124, which has the *RCR2* mutation, showed a near four‐fold improvement and X‐33, which possesses both the *RCR2* and *RVB1* mutations, showed a near six‐fold improvement over Y‐11430. These observed trends in transformation efficiency agreed with the Congo red and Calcofluor white permeability assays, further suggesting that the cell walls of Y‐48124 and X‐33 are more permissive than Y‐11430 to both small molecules and DNA.

### 3.8 Productivity comparison among strains

Following the transcriptomic evaluation of each strain and targeted phenotypic assays, we deprioritized several strains for routine use as an optimal base strain of *K. phaffii* or for future engineering. We had difficulty obtaining multi‐copy integrants in Y‐7556, YB‐378, YB‐4289, and Y‐17741, owing to a thicker cell wall, and expression from successful integrants was relatively weak. Y‐12729 and Y‐48123 offered no significant benefit to overcome the current widespread use of the genetically similar Y‐11430. Therefore, we evaluated the productivity of the remaining strains (Y‐11430, GS115, Y‐48124, X‐33) by transforming all four strains to express secreted rhGH or rhG‐CSF under control of the *AOX1* promoter at the *AOX1* locus. 

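The RNA-Seq data comprised 72 libraries from the 4 strains expressing rhGH (recombinant human growth hormone) or rhG-CSF (recombinant human granulocyte colony-stimulating factor). Each strain was represented by 3 clones per product, and each clone by 3 cultures, A, B, and C. A clone is a separate transformant, so the cultures are repeats of a clone and the 3 clones are the independent samples of a strain. Cells were grown at 25°C for 24 hr with 4% glycerol and then for 24 hr with 1.5% methanol before RNA was collected. The libraries were made by 3′ DGE, which counts reads from the 3′ end of messenger RNA. The authors quantified the reads with Salmon on 1 transcript per gene and on the transgenes, and deposited whole-number counts per gene together with log2(TPM + 1) values, which express transcripts on a common scale per library. The tables hold 5120 genes named by GQ67 identifiers and 3 transgenes, namely rhGH, rhG-CSF, and a marker.
Total counts per library ranged from 386665 to 33003281. In rhGH strains, totals were 560661 to 2365481 in Y-11430 (median 1157340), 1427933 to 3457426 in GS115 (median 2682284), 439803 to 1412682 in Y-48124 (median 883779), and 386665 to 1588551 in X-33 (median 749102). In rhG-CSF strains, totals were 805388 to 2018584 in Y-11430 (median 1640153), 1423848 to 33003281 in GS115 (median 2824416), 1089464 to 1590521 in Y-48124 (median 1464573), and 1151270 to 2060783 in X-33 (median 1372965).
Counts were compared between strains with edgeR's quasi-likelihood test after TMM normalization. The 36 libraries of a product entered one fit, with the 9 cultures of a strain as replicates. This was chosen because Table S6 groups the clones of a strain, although it does not state whether cultures or clones were the replicates. The paper's own comparison used DESeq2 with log-fold-change shrinkage, which was run as an alternative. After edgeR's filter on low counts, 4812 genes were tested in rhGH strains and 4864 in rhG-CSF strains, in addition to the transgenes. Because cultures of one clone are not independent transformants, the counts of a clone's cultures were also summed, and clone means of log2(TPM + 1) were compared by two-sided exact permutation tests. In these, 3 clones against 6 cannot give a p below 0.0238, and 3 against 3 cannot give a p below 0.1.
Each X-33 and Y-11430 rhGH library was placed on an axis from the X-33 mean, at 0, to the Y-11430 mean, at 1, over 451 genes chosen in rhG-CSF strains. The library being placed was left out of the means, and the library labelled X-33 rhGH 12A was left out throughout. The position of 12A was 0.886, within the range of the Y-11430 libraries (0.812 to 1.07) and outside that of the other X-33 libraries (-0.141 to 0.228). It was kept under its label, so each rhGH value for X-33 includes it.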

We characterized three clones of each strain ranging from low to high copy number for growth, transgene expression, secreted protein titer, and associated transcriptomic signature by RNA‐Seq (Figure 4).

**Figure 4:**
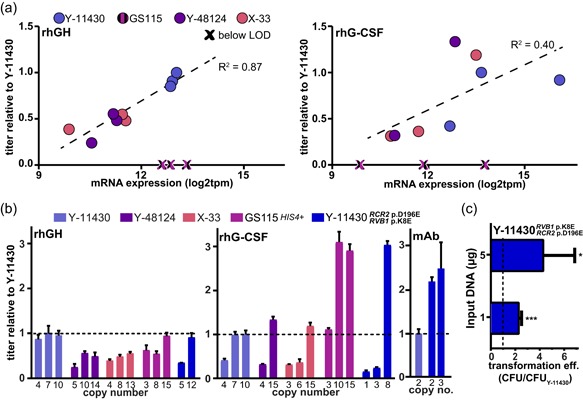
Productivity of strains expressing a hormone (rhGH), cytokine (rhG‐CSF), or monoclonal antibody (trastuzumab). (a) Secreted protein titer (relative to highest‐secreting Y‐11430 strain) versus transgene messenger RNA expression for *K. phaffii* strains. Titers from GS115 strains were negligible relative to Y‐11430 (noted with an “X”). Linear fit between protein titer and transgene expression is depicted. (b) Relative titer for biotechnological and engineered strains expressing rhGH, rhG‐CSF, or trastuzumab. Titer shown relative to the highest producing Y‐11430 clone, as indicated by the dashed line. The copy number of each strain is indicated. (c) Transformation efficiency of Y‐11430 RCR2^D196E^ RVB1^K8E^ relative to Y‐11430 for each of two input amounts of various linearized plasmids. Error bars represent standard deviation of four and six replicates for 5 and 1‐µg inputs, respectively. Significance was calculated using a one‐sample Student's *t* test relative to baseline =1. *p ≤ .05; ***p ≤ .001 [Color figure can be viewed at wileyonlinelibrary.com]

### 3.9 Strong transgene expression of rhGH correlates with strong secretion in Y‐11430

Since rhGH is a small protein secreted with relative efficiency, we did not expect differences in the cell wall manifest among strains to greatly impact productivity. Surprisingly, however, Y‐11430 produced the most rhGH due to two‐fold higher transgene expression (*p*‐adj < 10^−5^) that could not be explained by differences in copy number (Figure 4). 

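The rhGH transgene had a mean log2(TPM + 1) of 12.93 ± 0.09 (SD, n = 3 clones) in Y-11430. It was 11.00 ± 0.40 (SD, n = 3 clones) in Y-48124 and 10.96 ± 0.93 (SD, n = 3 clones) in X-33. Every Y-11430 clone, from 12.86 to 13.03, lay above every Y-48124 and X-33 clone, the highest of which was at 11.54. The difference of clone means was 1.95, larger than the spread between clones (two-sided exact permutation test, p = 0.0238, the smallest that this design allows). From the counts, the log2 fold change of Y-11430 over Y-48124 and X-33 was 1.62 (standard error 0.23, adjusted p = 2.10e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 3.08-fold difference. DESeq2 with shrinkage gave 2.96-fold. Among the alternatives with all clones, limma on the log2(TPM + 1) values moved the log2 fold change most, to 1.95. The library labelled X-33 rhGH 12A was at 12.84, while cultures B and C of the same clone were at 10.79 and 10.99. Without it, an alternative chosen after the data were seen, the log2 fold change was 1.81 (standard error 0.19). The copy number of each clone was not used here, because the sample labels give clone numbers without copy numbers. The paper attributes the rhGH titer of Y-11430 to this expression, and from its copy number data it concludes that copy number was not the cause.

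**Figure D1:**
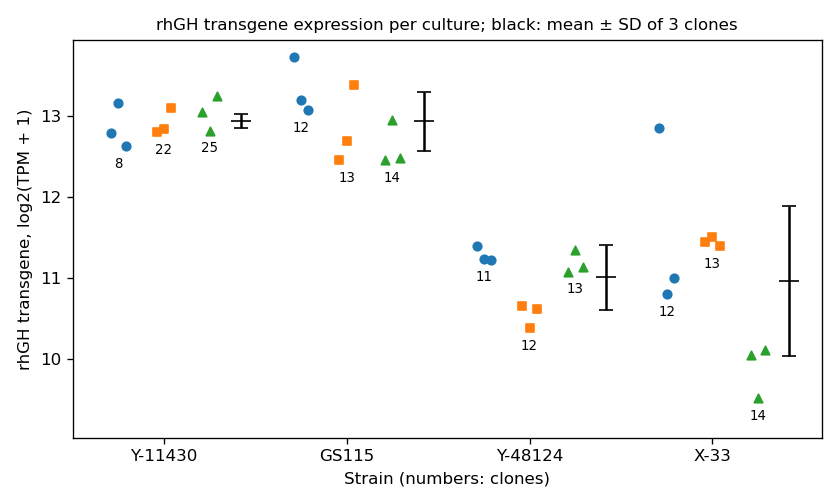
Log2(TPM + 1) of the rhGH transgene (vertical axis) in each of the 36 rhGH cultures, by strain (horizontal axis). Symbols and numbers mark clones, and black bars are the mean ± SD of the 3 clones. The Y-11430 clone means lie between 12.86 and 13.03, and 1 culture of X-33 clone 12, labelled 12A, lies at 12.84, above the other X-33 cultures.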

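In GS115, the rhGH transgene had a mean log2(TPM + 1) of 12.93 ± 0.36 (SD, n = 3 clones), with clones 12, 13, and 14 at 13.33, 12.84, and 12.62. The difference of clone means between Y-11430 and GS115 was 0.0032, well within the spread between clones (two-sided exact permutation test, p = 1, with 0.1 the smallest possible). On log2(CPM + 1) values from the counts the sign of this difference was reversed, at -0.029. From the counts, the log2 fold change of Y-11430 over GS115 was 0.29 (standard error 0.27, adjusted p = 0.357 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GS115 was higher than Y-48124 and X-33, with a log2 fold change of 1.34 (standard error 0.23, adjusted p = 2.11e-06 from the same edgeR test with Benjamini-Hochberg adjustment). Every GS115 clone lay above every clone of those 2 strains (two-sided exact permutation test, p = 0.0238).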

A similar strength of rhGH transcription was seen in GS115, but low cell density precluded appreciable titers (Figure S7). No gene sets were significantly enriched in Y‐11430 versus Y‐48124 and X‐33 (Table S6). 

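In rhGH strains, 872 of 4812 genes were called between Y-11430 and Y-48124 with X-33 at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). More genes separated GS115, with 3221 called against Y-11430 and 3470 against Y-48124 and X-33. Between Y-48124 and X-33, 0 genes were called, and 277 had an unadjusted p under 0.05. With the counts summed by clone, the 872 became 531. With a requirement of an absolute log2 fold change above 1, they became 128. Which of these genes belong to the gene sets was not analysed here, because the files name genes by identifier and do not pair them with names.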

Cell‐wide transcriptional activity was not higher in Y‐11430 relative to the other strains, as revealed by differential expression analysis, indicating only transgene expression was higher. 

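Of the 872 genes called between Y-11430 and Y-48124 with X-33 in rhGH strains, 479 were higher and 393 lower in Y-11430. The median log2 fold change over all 4812 genes was 0.03. Among the 128 with an absolute log2 fold change above 1, 84 were higher and 44 lower. For 526 of the 872, all 3 Y-11430 clone means lay on one side of the other 6. With the counts summed by clone, 264 genes were higher and 267 lower. With limma on the log2(TPM + 1) values, 1236 were called, 1007 higher and 229 lower, and the median over all genes was 0.17. Without the library labelled X-33 rhGH 12A, 975 genes were called. The 3 transgenes are not in these counts. Counts and TPM give each gene's share of a library, so they do not measure the total messenger RNA of a cell.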

To investigate altered regulation of the *AOX1* promoter as a possible explanation, we compared native expression of *AOX1* between strains, but found no significant difference. Interestingly, the seven most DEGs between Y‐11430 and Y‐48124/X‐33 are located on the killer plasmids no longer maintained in the latter strains. 

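Apart from the transgenes, the 7 genes with the smallest p in rhGH strains all had an adjusted p of at most 1.20e-07 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 6 were higher in Y-11430, by 1.38 to 5.88 on the log2 scale, and 1 was lower. The files do not pair the identifiers with names or plasmids, so the number of the 7 on the killer plasmids was not analysed here. After the values were seen, a run of 6 genes with consecutive identifiers was singled out. It holds 3 of the 7 genes ranked by p and 6 of the 7 ranked by size of the log2 fold change, and each of its 6 genes was called. GQ67_03002, one of the run, had a log2 fold change of 5.45 (standard error 0.52, adjusted p = 1.65e-09 from the same edgeR test). Its mean log2(TPM + 1) was 7.89 ± 0.31 (SD, n = 3 clones) in Y-11430, 0.45 ± 0.48 in GS115, 0.47 ± 0.41 in Y-48124, and 2.00 ± 1.52 in X-33. The X-33 mean includes the library labelled X-33 rhGH 12A, at 7.17, while the other 8 X-33 libraries lay between 0 and 3.48. Outside the run, GQ67_02485 was higher by 1.61 (standard error 0.14, adjusted p = 4.22e-10), and GQ67_00350 was lower, with a log2 fold change of -1.27 (standard error 0.12, adjusted p = 1.68e-09), by edgeR with Benjamini-Hochberg adjustment. Both genes were among the 7 ranked by p. Their mean log2(TPM + 1) was 4.36 ± 0.05 and 7.83 ± 0.12 (SD, n = 3 clones) in Y-48124. In X-33 it was 4.81 ± 0.22 and 7.80 ± 0.21. The paper states that these strains no longer maintain the killer plasmids, so these levels argue against a place on them for these 2 genes. The paper's 7 genes may be ranked otherwise. In rhG-CSF strains, 3 genes of the run passed the filter on low counts, and these 3 were among the 7 with the smallest p.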

Given that these plasmids express replication and transcription genes for self‐maintenance (Love et al., 2016; Sturmberger et al., 2016), benefits for transgene expression could be correlated, but further study is necessary.

### 3.10 Permeability of Y‐48124 and X‐33 cell walls permit increased rhG‐CSF secretion

Unlike rhGH, rhG‐CSF is known to form protein aggregates, and cultivation with surfactants helps dissociate protein bound to the cell wall of expressing cells (Bahrami et al., 2009). Expression of rhG‐CSF served as a good model to assess the effects on protein secretion of mutations in membrane‐sorting and cell wall proteins. As with rhGH, we observed higher transcription of rhG‐CSF in Y‐11430, but not GS115, relative to the other strains (*p*‐adj < .005). 

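Fig. 4a shows 2 of the 3 rhG-CSF clones of Y-48124, and their values match clones 13 and 16. Clone 14, at 9.11, is not shown, and the paper's text gives no reason. Over the clones shown, the rhG-CSF transgene had a mean log2(TPM + 1) of 14.14 ± 1.76 (SD, n = 3 clones) in Y-11430, 11.89 ± 1.33 (SD, n = 2 clones) in Y-48124, and 12.00 ± 1.36 (SD, n = 3 clones) in X-33. Y-11430 exceeded the other 2 strains by 2.18 (two-sided exact permutation test, p = 0.107, with 0.0357 the smallest possible). Over all 9 clones, Y-48124 was at 10.96 ± 1.86 (SD, n = 3 clones) and the difference was 2.66 (two-sided exact permutation test, p = 0.0714). By either set, the clone means did not separate the strains at this number of clones. With cultures as replicates, the log2 fold change from the counts was 2.56 without clone 14 (standard error 0.56, adjusted p = 0.00175) and 2.79 with it (standard error 0.55, adjusted p = 4.61e-04), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the counts summed by clone, the adjusted p of the latter was 0.335 by the same edgeR test, with adjustment over all genes tested. Its unadjusted p from that test was 0.0135. The size of the difference rested most on Y-11430 clone 16, without which the log2 fold change was 1.14 (adjusted p = 0.279 from edgeR's test with Benjamini-Hochberg adjustment, unadjusted p = 0.0425). GS115 differed from Y-48124 and X-33 by a log2 fold change of 0.28 (standard error 0.56, adjusted p = 0.661 from edgeR with Benjamini-Hochberg adjustment), and by 0.050 without clone 14.

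**Figure D2:**
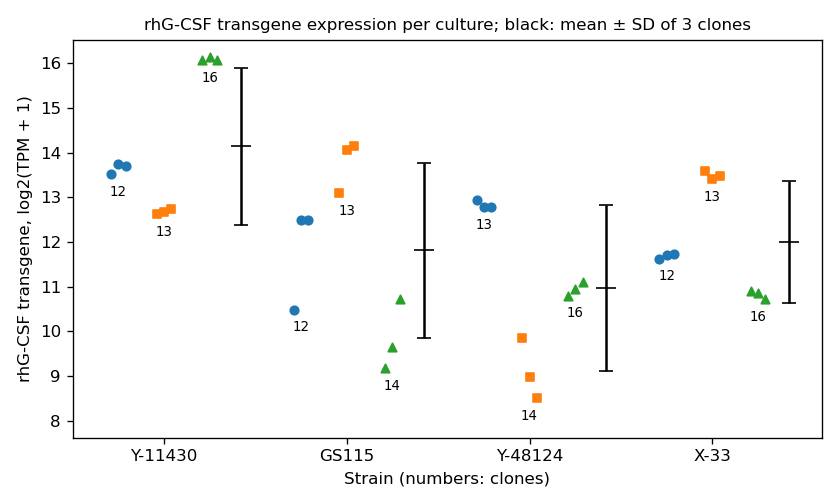
Log2(TPM + 1) of the rhG-CSF transgene (vertical axis) in each of the 36 rhG-CSF cultures, by strain (horizontal axis). Symbols and numbers mark clones, and black bars are the mean ± SD of the 3 clones. Y-11430 clone 16 lies at 16.09, above every other clone, while Y-11430 clones 12 and 13 overlap the range of the other strains.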

Despite strong transcription, volumetric productivity of rhG‐CSF in Y‐11430 was lower than in Y‐48124 and X‐33, which we attribute to a more permeable cell wall and membrane in the latter strains. 

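Levels of the rhG-CSF transgene differed more between clones of a strain than between the 3 cultures of most clones. In Y-48124, log2(TPM + 1) was 12.83 ± 0.09 (SD, n = 3 cultures) in clone 13 and 10.95 ± 0.15 in clone 16. In X-33, it was 13.49 ± 0.09 in clone 13, 11.69 ± 0.05 in clone 12, and 10.83 ± 0.09 in clone 16. The 3 Y-11430 clones were at 13.65 ± 0.12 (clone 12), 12.67 ± 0.06 (clone 13), and 16.09 ± 0.04 (clone 16). The highest Y-48124 and X-33 clones thus reached the level of the lowest Y-11430 clone. Y-48124 clone 14, which Fig. 4a does not show, was lower than each of these, with a wider spread between cultures (SD 0.69). The copy numbers and titers of the clones were not analysed here.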

A high copy number of transgene was required in Y‐48124 and X‐33 to achieve the requisite transcription of rhG‐CSF needed for high productivity (Figure 4a). No gene sets enriched in Y‐11430 versus Y‐48124 or X‐33 were detected with high confidence (Table S6), and the *GAS1* and *GAS2* cell wall genes were the only non‐killer plasmid genes significantly differentially expressed between these two groups across both rhGH and rhG‐CSF production. 

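In Y-11430 against Y-48124 and X-33, 4803 genes were tested in both products, and 247 were called in both (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 212 changed in the same direction, 117 higher and 95 lower in Y-11430, and 35 changed in opposite directions. Killer plasmid genes are not told apart by the identifiers, so the 212 include any that were called. The log2 fold changes of the products had a Pearson's r of 0.325 across genes, which are not independent replicates. An absolute log2 fold change above 1 in both products was found for 18 genes, 12 higher and 6 lower. With the counts summed by clone, 9 genes were called in both products, 8 higher and 1 lower. Without Y-11430 rhG-CSF clone 16, the number was 38. In rhG-CSF strains, 952 of 4864 genes were called, 627 higher and 325 lower, and 163 of them had all 3 Y-11430 clone means on one side of the other 6. With the counts summed by clone, 12 genes were called in rhG-CSF strains. GQ67_02485 was higher in rhG-CSF strains by 1.12 (standard error 0.31, adjusted p = 0.00838), and GQ67_00350 was lower, with a log2 fold change of -0.61 (standard error 0.13, adjusted p = 8.01e-04), by edgeR with Benjamini-Hochberg adjustment. Neither gene was called in rhG-CSF strains with the counts summed by clone, or without clone 16, where the log2 fold changes were 0.34 and -0.47. GQ67_03365, the next gene that was lower in rhGH strains and named after its values were seen, had log2 fold changes of -1.42 and -1.17 in rhGH and rhG-CSF strains, and the latter was not called with the counts summed by clone.

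**Figure D3:**
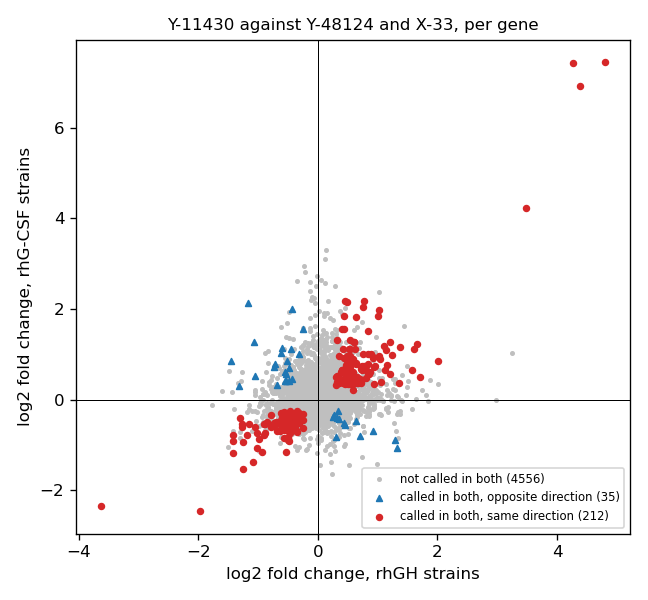
Log2 fold change of Y-11430 against Y-48124 and X-33 for each gene in rhGH strains (horizontal axis) and rhG-CSF strains (vertical axis). Red circles are the 212 genes called in both products in the same direction, blue triangles the 35 called in opposite directions, and grey points the rest. Both directions are present among the red circles, 117 higher and 95 lower.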

Expression of *GAS2* was two‐ to three‐fold higher in Y‐48124 and X‐33 relative to Y‐11430, while expression of *GAS1* was two‐ to four‐fold lower. *GAS1* knockouts have been previously shown to enhance release of membrane‐associated proteins (Marx et al., 2006), providing further support for our hypothesis that the GS115 family has a more permeable cell membrane and wall.

### 3.11 Complementation of GS115 with *HIS4* restores high productivity

We observed that GS115 had similar levels of rhGH and rhG‐CSF transcription as Y‐11430, but challenges from histidine auxotrophy resulted in poor growth of all heterologous protein‐expressing GS115 strains (Figure S7). 

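The rhG-CSF transgene had a mean log2(TPM + 1) of 11.81 ± 1.96 (SD, n = 3 clones) in GS115, with clones 12, 13, and 14 at 11.83, 13.76, and 9.85. Y-11430 was higher by 2.32, which the spread between clones does not resolve (two-sided exact permutation test, p = 0.3, with 0.1 the smallest possible). With cultures as replicates, the log2 fold change of Y-11430 over GS115 was 2.51 (standard error 0.69, adjusted p = 0.00199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the counts summed by clone, the same log2 fold change had an adjusted p of 0.137 by edgeR with Benjamini-Hochberg adjustment. Leaving out Y-11430 clone 16 reduced it to 0.86 (adjusted p = 0.232 from the same edgeR test). The cultures of GS115 also varied more, with an SD between the 3 cultures of 1.16 in clone 12, 0.59 in clone 13, and 0.79 in clone 14.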

We therefore complemented GS115 with the wild‐type *HIS4* gene and tested production of rhGH and rhG‐CSF in this strain. The GS115 *HIS4* ^+^ strain produced rhGH titers comparable to Y‐11430, but only at high transgene copy number (>8) unlike with Y‐11430 (Figure 4b). Similarly, only high transgene copy number yielded the highest rhG‐CSF titers, but these titers were nearly three times higher in GS115 *HIS4* ^+^ than the best Y‐11430, Y‐48124, or X‐33 clones. These exceptional results may be explained by GS115 *HIS4* ^+^ possessing a permeable cell wall similar to Y‐48124 and X‐33, but with nearly as strong transcription of rhG‐CSF as Y‐11430. Despite these benefits, this modified version of GS115 may present other challenges for routine use in bioprocesses and large‐scale fermentation. Performance for these applications may be impaired by other mutations harbored among the 73 additional SNPs that reside in genes related to osmotic resistance and growth and show altered profiles of expression (as revealed by our transcriptomic analysis).

### 3.12 Engineered Y‐11430 variant offers optimal titers and enhanced transformation efficiency

One practical application for the broad comparative analysis of different banked strains of an organism we have presented here is to guide targeted engineering of a base strain of choice to confer specific beneficial advantages while avoiding other potential deleterious or disadvantaged variants. To this end, we aimed to generate an engineered variant of Y‐11430, which strongly expressed recombinant genes and Mut genes and has no mutational background, to include the enhanced transformation efficiency and cell wall permeability found in X‐33. From our genomic and transcriptomic analyses, we hypothesized that the mutated variants of *RCR2* (vacuolar sorting of membrane‐bound proteins) and *RVB1* (DNA repair) present in X‐33, but not GS115, contributed most to these traits. We, therefore, introduced the *RCR2* p.D196E and *RVB1* p.K8E variants into Y‐11430 and then transformed rhGH, rhG‐CSF, and trastuzumab expression cassettes into this strain. While these two mutations alone did not recover the full enhancement of transformation efficiency observed in X‐33, the efficiency did improve up to four‐fold relative to Y‐11430 (Figure 4c). This result may suggest that additional mutations from X‐33, such as in DNA repair genes *RAD5, EXO1*, and *DNL4*, could provide an additional boost to transformation efficiency, though perhaps with reduced genomic stability. As with the GS115 *HIS4* ^+^ strain, rhGH titers achieved using the Y‐11430 *RCR2* p.D196E+*RVB1* p.K8E strain were comparable to Y‐11430 at high copy number (Figure 4b). Interestingly, secreted rhG‐CSF titers were nearly three‐fold higher than Y‐11430, Y‐48124, or X‐33 and secreted trastuzumab titers were more than two‐fold higher than Y‐11430 (Figure 4b, Figure S8). Collectively, these results suggest our engineered Y‐11430 variant successfully combines the strong transcriptional strength of Y‐11430 (high rhGH titers) with the cell wall permeability of X‐33 (high rhG‐CSF and trastuzumab titers) in a background free from uncharacterized mutations. Further targeted engineering of such a strain with known functional variants or genomic deletions should provide a rational path towards engineered enhanced strains for expression of recombinant proteins.

## 4 CONCLUSIONS

Here we have demonstrated an approach whereby easily acquired genomic and transcriptomic data on variants of a given organism enable prediction of performance that can guide selection of an optimal host. To date, the varied relative performance of *P. pastoris* strains has been reported with respect to product quality, titer, and growth (Blanchard et al., 2008; Huang et al., 2014; Razaghi et al., 2017). Our analyses revealed the integrity of the cell wall likely confers the largest source of variation in performance among these strains. We have demonstrated with transcriptomic analyses that the cell wall and membrane can limit carbon source uptake (e.g., Y‐7556), amino acid availability (e.g., X‐33), and resistance to osmotic stress (e.g., GS115). The cell wall and membrane also mediate the uptake of DNA, resulting in drastically different transformation efficiencies between strains with thick cell walls (e.g., Y‐7556) and those with more permissive cell walls (e.g., X‐33). We have also shown that strains with permeable cell walls can secrete membrane‐associated proteins more efficiently than others, as with rhG‐CSF expression in Y‐48124 and X‐33. With a systematic approach to understanding strain performance, we analyzed and conferred two beneficial features from the various base strains into an optimized strain, Y‐11430 *RCR2* p.D196E+*RVB1* p.K8E. This engineered base strain provided the best of transgene expression, robust growth, enhanced transformation efficiency, and improved secretion for high volumetric productivity of rhG‐CSF and trastuzumab relative to the baseline strain.

For *P. pastoris* or any recombinant host, standardization within the community around a single base strain should streamline and accelerate the optimization of the host and promote widespread adoption. Through an evidence‐based evaluation of *K. phaffii* base strains, we have provided clarity and predictability to the use of this host. Further, we have demonstrated that genome‐wide assays such as whole genome sequencing and RNA‐Seq afford an invaluable level of biological understanding, suggesting that additional probes of epigenetics, translation, or metabolomics may further elucidate biological mechanisms. Our data‐driven approach should be applicable to other organisms to enable identification of an optimal host. Collectively, these genome‐wide assays will form an essential toolbox for future efforts in strain engineering, and permit the rational design of a set of hosts optimized for diverse modalities of biologics or enzymes.

## Supporting information

Supplementary information Click here for additional data file.

# Supplementary material for: Comparative genome‐scale analysis of Pichia pastoris variants informs selection of an optimal base strain
**Source:** Biotechnol Bioeng. 2019 Nov 12;117(2):543–55. doi: 10.1002/bit.27209
**Supplement:** Supplementary file 1 — Supplementary information

# **Comparative genome-scale analysis of *Pichia pastoris* variants informs selection of an optimal base strain**

Joseph R. Brady<sup>1,2</sup>, Charles A. Whittaker<sup>1</sup>, Melody C. Tan<sup>1</sup>, D. Lee Kristensen II<sup>1</sup>, Duanduan Ma<sup>1</sup>, Neil C. Dalvie<sup>1,2</sup>, Kerry Routenberg Love<sup>1</sup>, J. Christopher Love<sup>1,2</sup>†

## **SUPPORTING INFORMATION**

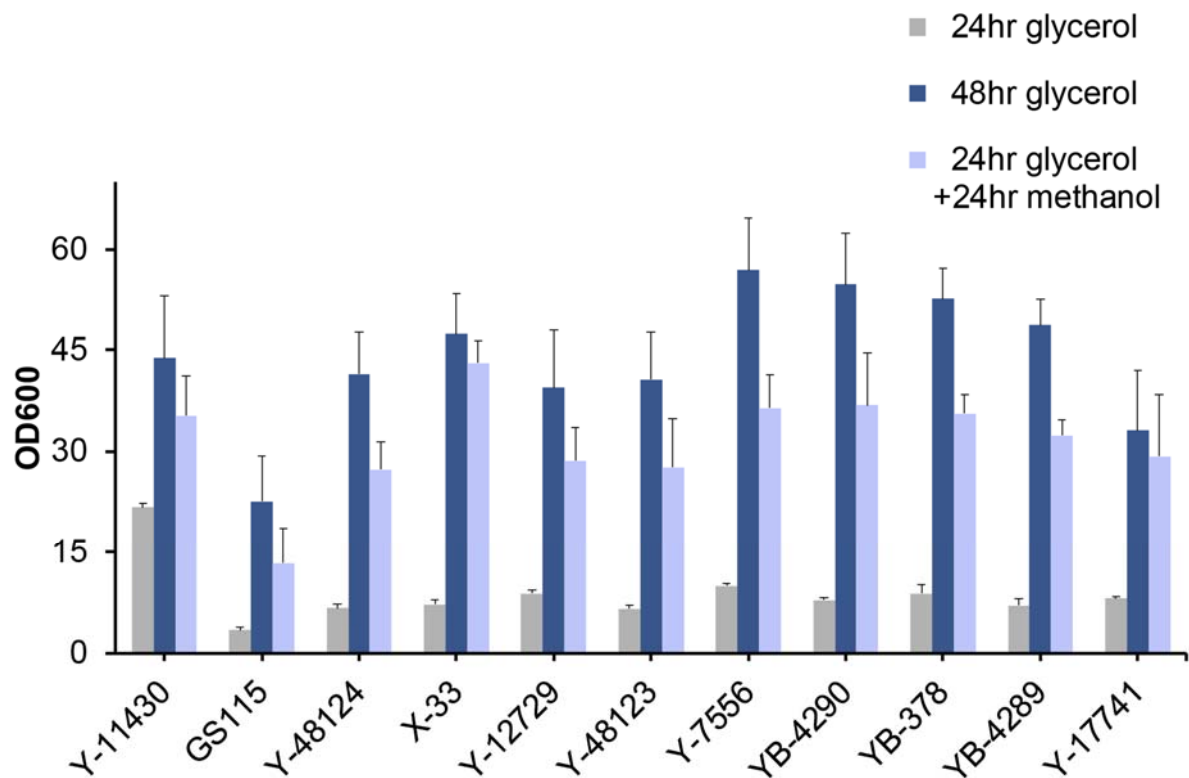

**Figure S1.** Growth of non-transgenic strains in complex glycerol-containing and methanol-containing media. Error bars represent the standard deviation of eight independent replicates (24hr glycerol condition) or four independent replicates (48hr glycerol and 24hr glycerol + 24hr methanol conditions).

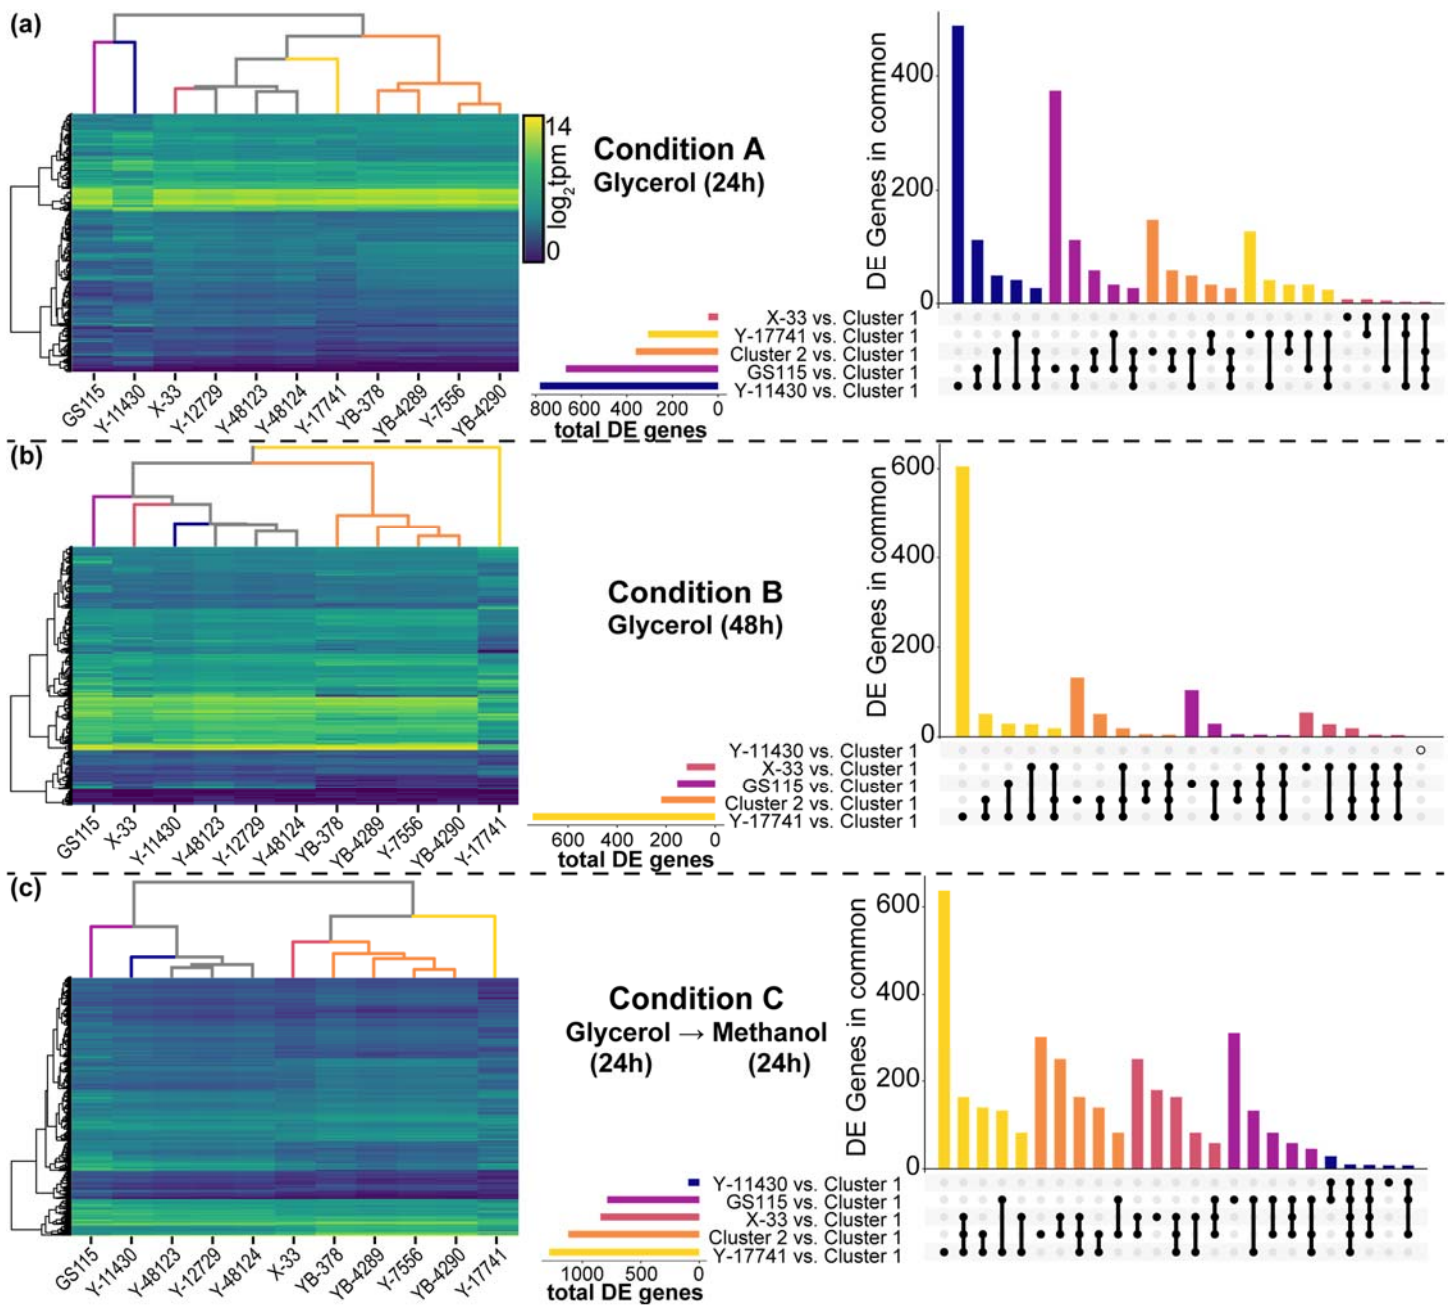

**Figure S2.** Visualization by heatmap and UpSet plot of differentially expressed genes in each condition. Gene expression heatmaps of all differentially expressed (DE) genes in any comparison within a given condition (a), (b), or (c). Upset plots show counts of DE genes for each phenotypic cluster. Vertical bars represent counts of DE gene intersections between the five phenotypic clusters. Clusters were determined by hierarchical clustering of DE genes on left, and colored accordingly with Cluster 1 in gray. All DE gene counts shown are relative to Cluster 1. Cluster 1 includes Y-48124, Y-12729, and Y-48123; Cluster 2 includes Y-7556/YB-4290, YB-378, and YB-4289.

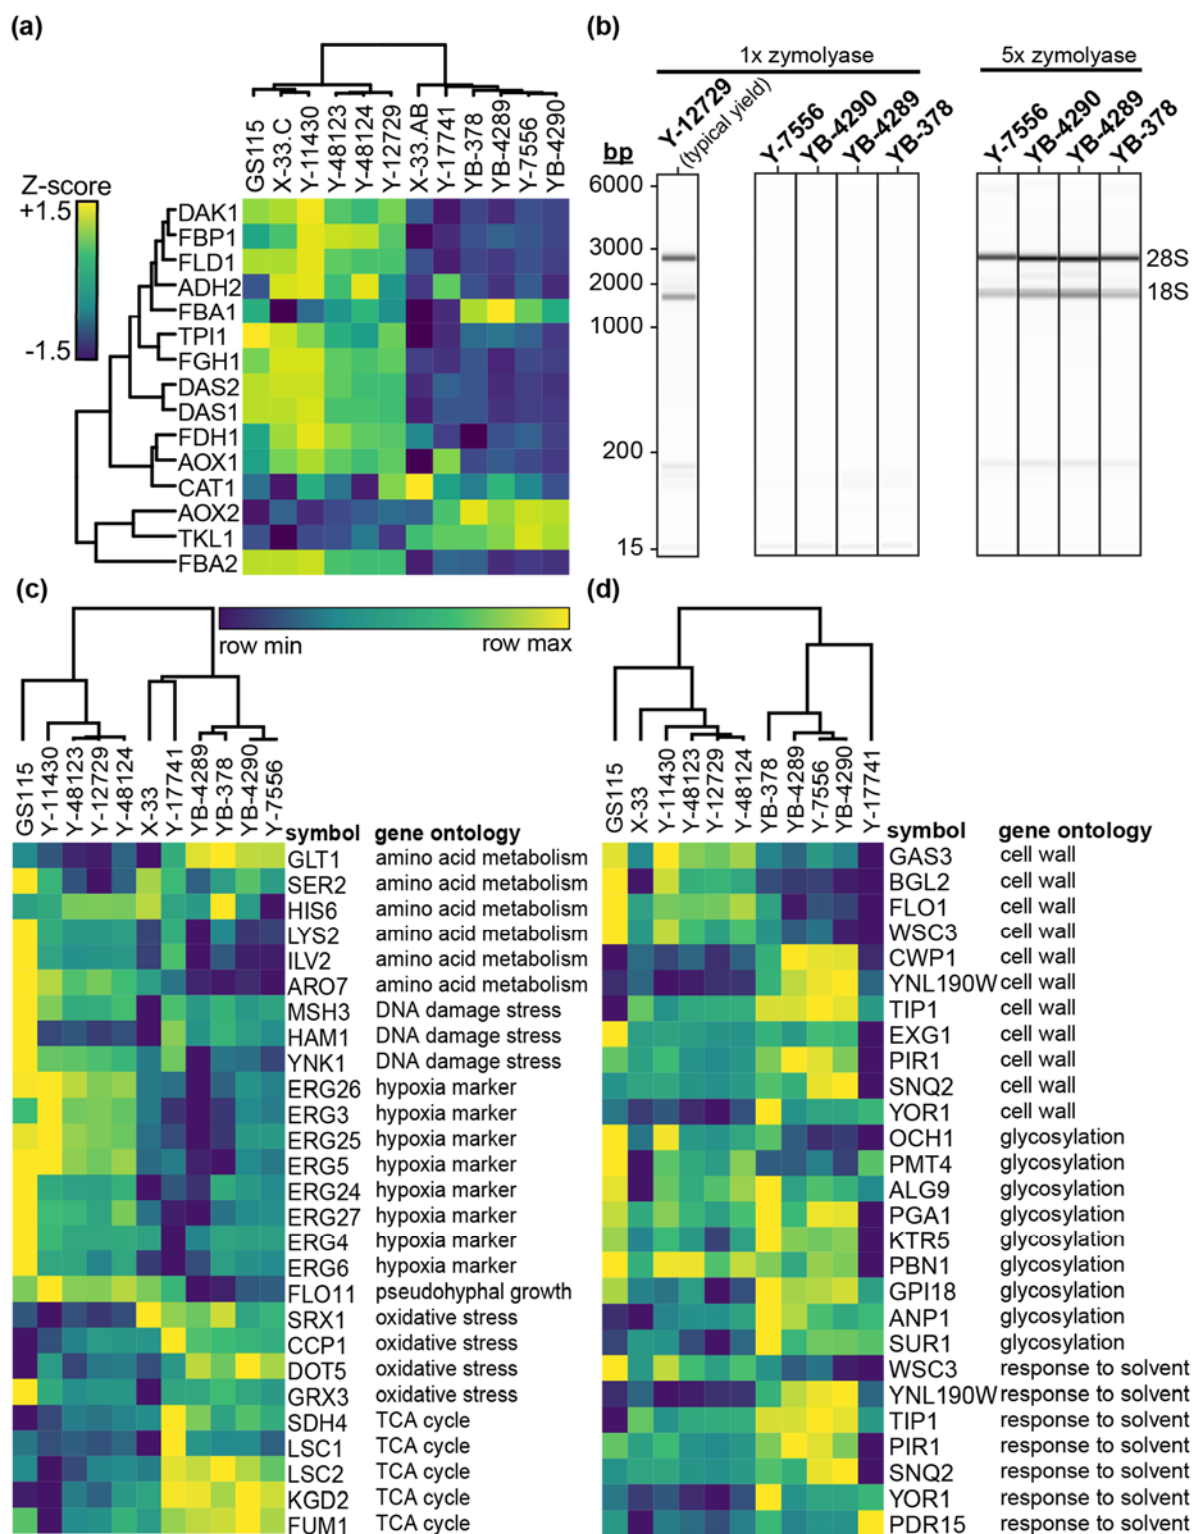

**Figure S3.** Expression of mut and cell wall integrity genes under 24hr glycerol + 24hr methanol condition. (a) Expression of mut genes for all strains. (b) Automated electrophoresis of purified total RNA for Cluster 2 strains compared to a control strain, Y-12729. The relative amount of cell wall digestive enzyme, zymolyase, is depicted as 1x or 5x excess enzyme. (c) Expression of genes associated with response to oxygen availability. (d) Expression of genes associated with cell wall integrity.

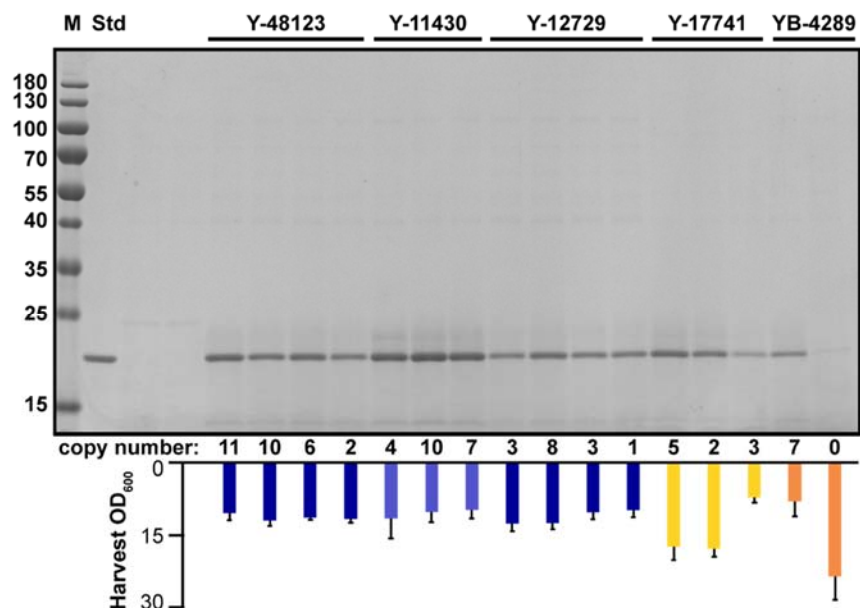

**Figure S4.** SDS-PAGE gel showing expression of hGH by select strains. Gels were loaded with 15  $\mu$ L of supernatant and stained with Coomassie blue. Reference standard concentration was 0.1 mg/mL. M – molecular weight marker. The copy number and harvest OD<sub>600</sub> for each clone are shown below the respective lane. Error bars represent the standard deviation in four independent measurements.

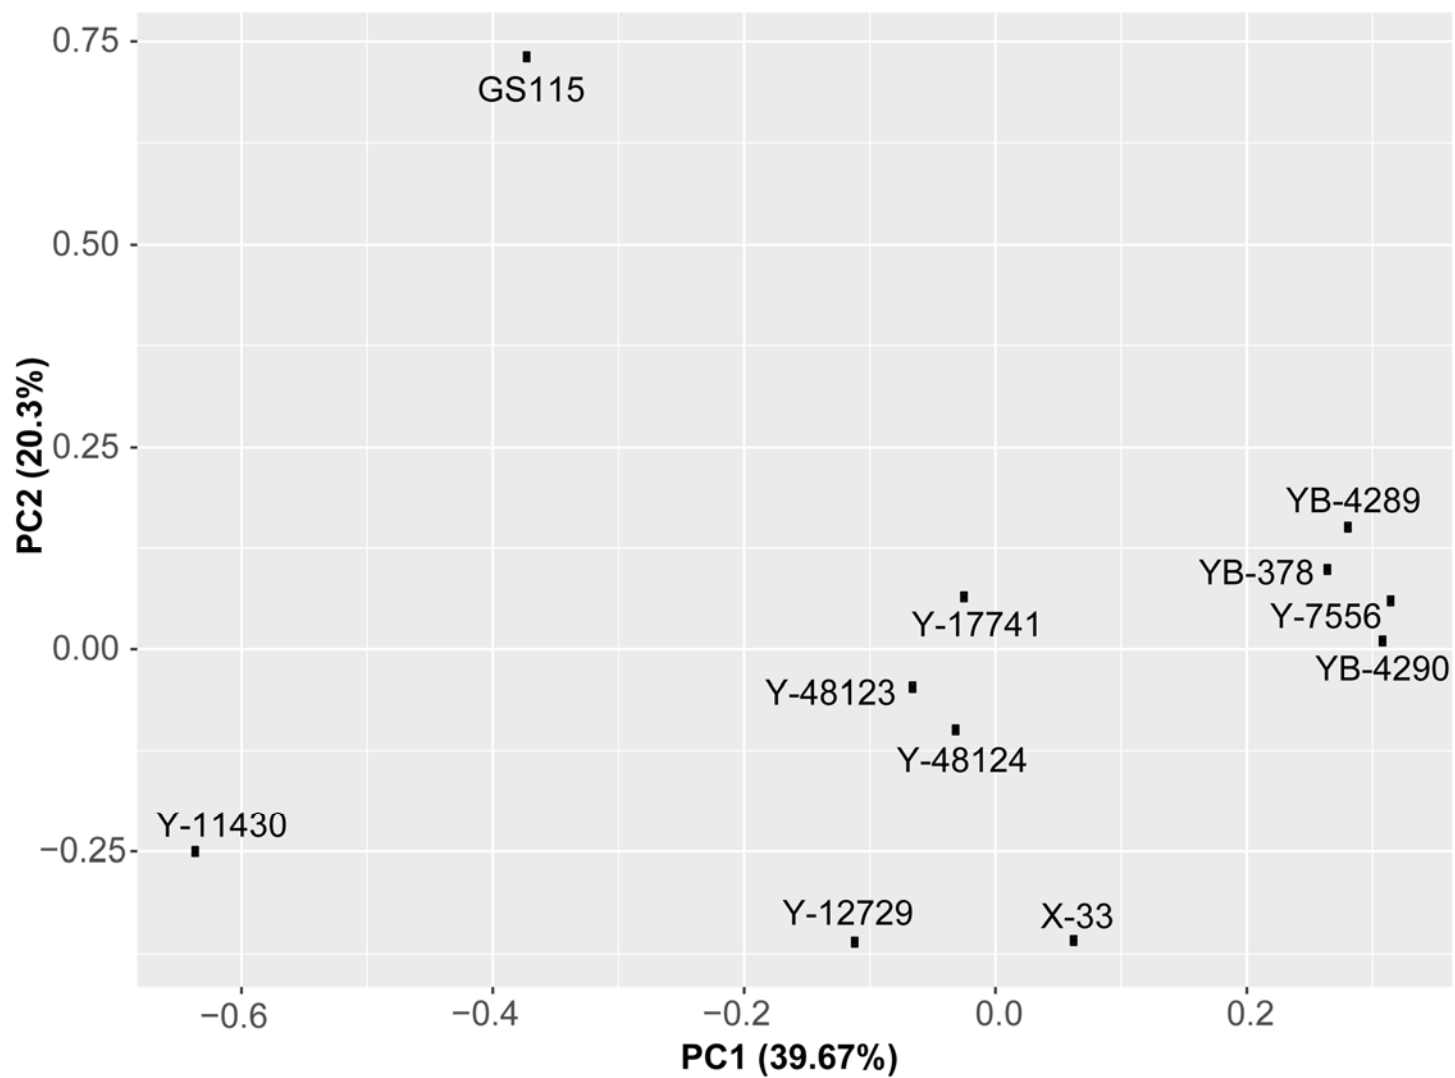

**Figure S5.** Principal component analysis biplot for all strains under Condition A (24h glycerol).

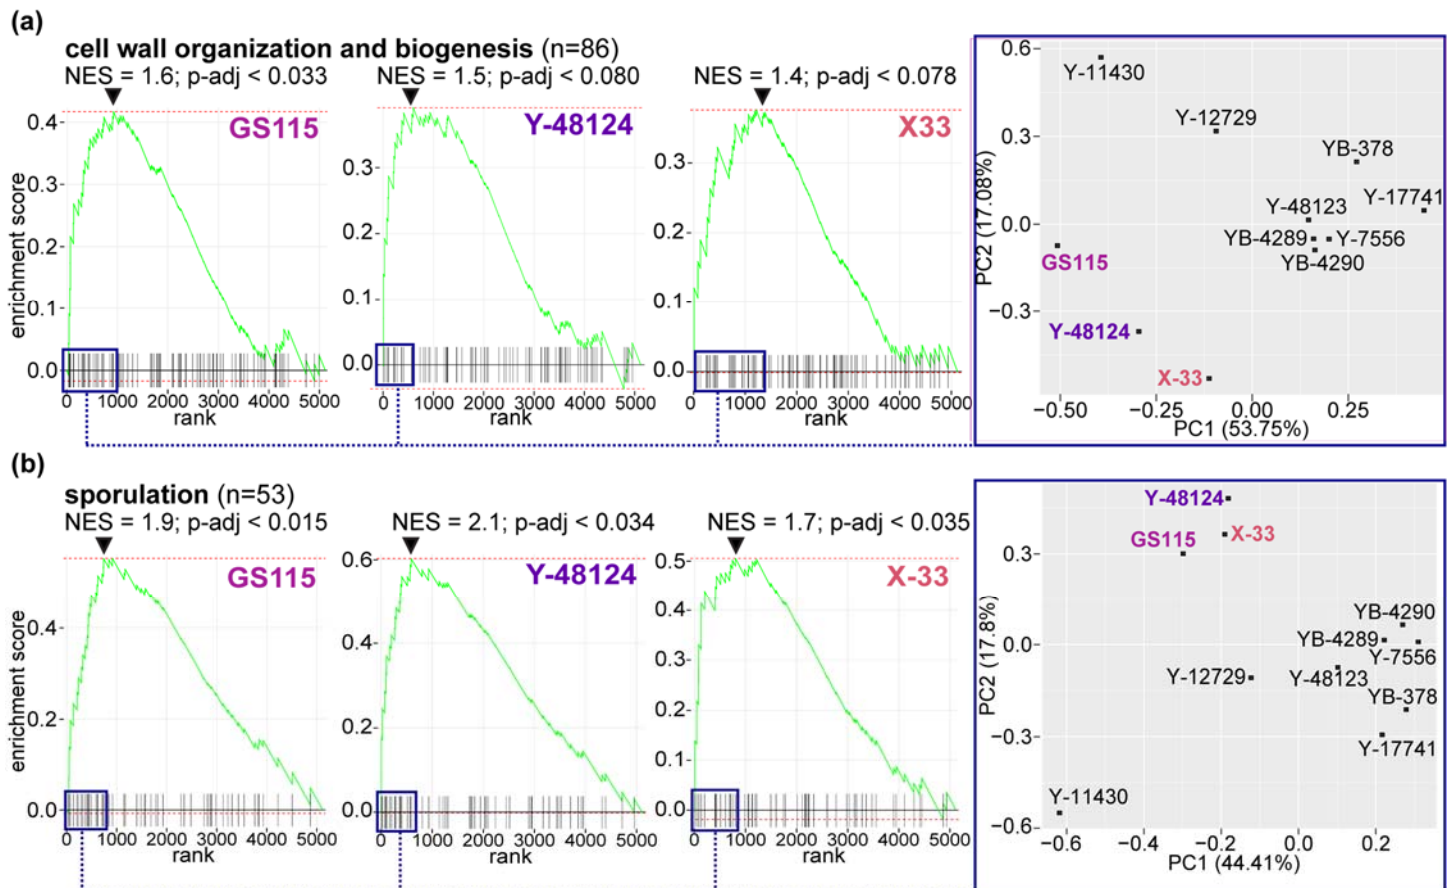

**Figure S6.** Leading edge analysis of gene-set enrichment analysis (GSEA) results for cell wall and sporulation genes in the GS115 family. (a) GSEA enrichment plot for the cell wall organization and biogenesis gene set measured under Condition A (24h glycerol). Normalized enrichment score (NES) and Benjamini-Hochberg adjusted  $P$  value are denoted for each strain; all comparisons were significant ( $P < 0.05$ , FDR < 10%). Principal component analysis plot using only leading edge genes is shown at right. (b) GSEA enrichment and principal component analysis plots for the sporulation gene set under Condition A.

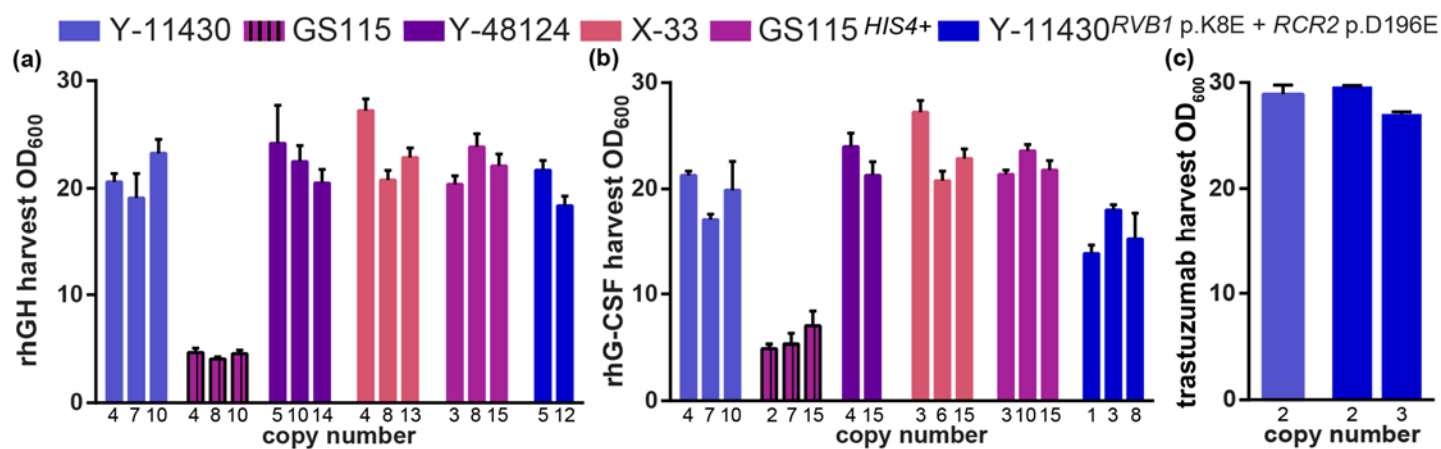

**Figure S7.** Growth of (a) hGH-expressing, (b) G-CSF-expressing, or (c) trastuzumab-expressing strains after 24h growth with glycerol followed by 24h growth with methanol. Error bars represent the standard deviation of three independent replicates of each clone. The copy number of each rhGH, rhG-CSF, or trastuzumab clone, rounded to the nearest integer, is listed.

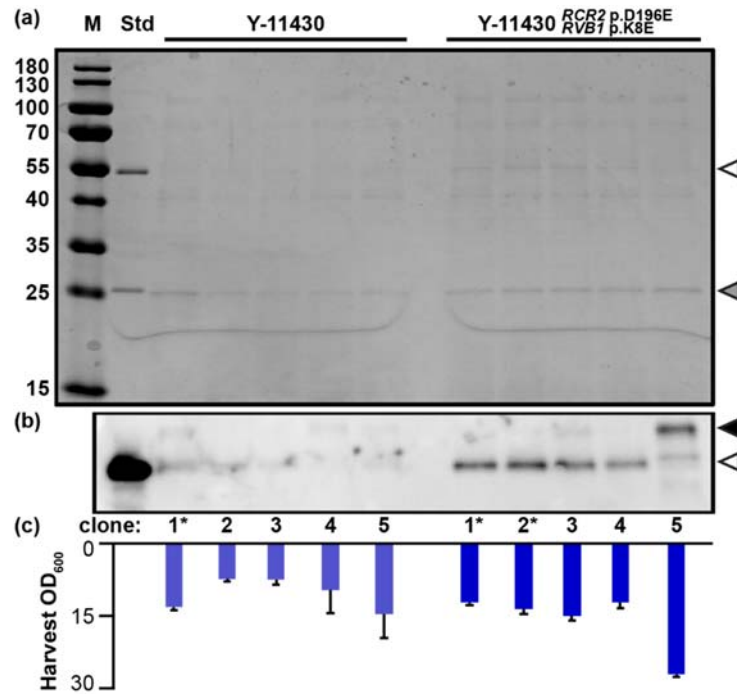

**Figure S8.** Expression testing of trastuzumab-expressing clones for both Y-11430 and Y-11430 *RCR2* p.D196E + *RVB1* p.K8E. (a) SDS-PAGE gel showing trastuzumab expression of ten clones. Gels were loaded with 15  $\mu$ L of supernatant and stained with Coomassie blue. Concentration of Human IgG1 reference standard was 0.05 mg/mL. M – molecular weight marker. White triangle indicates the expected position of the heavy chain fragment. Gray triangle indicates the expected position of the light chain fragment. (b) Western blot for human IgG1 Fc fragment (heavy chain). Black triangle indicates the expected position of glycosylated heavy chain. (c) The clone number and harvest OD<sub>600</sub> for each clone are shown. Error bars represent the standard deviation in four independent measurements. Clones marked with an asterisk were further analyzed for copy number and secreted titer by ELISA following cultivation in triplicate.

**Table S1.** Recombinant gene sequences

| Gene name         | Nucleotide sequence                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| rhGH              | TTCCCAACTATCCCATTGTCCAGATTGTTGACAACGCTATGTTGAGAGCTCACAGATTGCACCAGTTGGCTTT<br>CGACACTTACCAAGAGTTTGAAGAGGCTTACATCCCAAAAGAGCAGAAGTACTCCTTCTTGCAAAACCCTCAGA<br>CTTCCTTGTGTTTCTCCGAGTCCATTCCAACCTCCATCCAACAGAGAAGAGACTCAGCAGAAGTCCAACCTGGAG<br>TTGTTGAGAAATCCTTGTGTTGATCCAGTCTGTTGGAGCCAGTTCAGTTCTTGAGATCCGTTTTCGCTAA<br>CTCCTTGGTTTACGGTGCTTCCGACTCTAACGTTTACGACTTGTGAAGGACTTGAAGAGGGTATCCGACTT<br>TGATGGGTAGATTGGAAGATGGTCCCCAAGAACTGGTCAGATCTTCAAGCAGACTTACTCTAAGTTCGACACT<br>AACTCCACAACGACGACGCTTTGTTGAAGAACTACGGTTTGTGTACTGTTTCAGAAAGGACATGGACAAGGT<br>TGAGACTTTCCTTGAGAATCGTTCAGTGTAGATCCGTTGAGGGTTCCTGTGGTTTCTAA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| rG-CSF            | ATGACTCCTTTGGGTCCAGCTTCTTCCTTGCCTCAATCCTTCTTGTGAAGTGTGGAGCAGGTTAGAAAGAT<br>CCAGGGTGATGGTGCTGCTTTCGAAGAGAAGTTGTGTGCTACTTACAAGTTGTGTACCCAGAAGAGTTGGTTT<br>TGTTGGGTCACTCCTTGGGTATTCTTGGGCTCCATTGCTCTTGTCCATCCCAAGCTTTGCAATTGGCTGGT<br>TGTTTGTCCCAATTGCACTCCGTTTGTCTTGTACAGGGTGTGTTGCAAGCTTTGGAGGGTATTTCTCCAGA<br>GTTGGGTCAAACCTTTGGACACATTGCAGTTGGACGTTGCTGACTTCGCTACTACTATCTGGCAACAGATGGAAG<br>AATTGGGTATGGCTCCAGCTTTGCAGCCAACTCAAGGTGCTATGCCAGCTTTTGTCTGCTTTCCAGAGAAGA<br>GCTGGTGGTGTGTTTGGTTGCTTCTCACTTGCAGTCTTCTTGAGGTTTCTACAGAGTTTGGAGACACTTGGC<br>TCAACCATAA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| rIFN $\alpha$ -2b | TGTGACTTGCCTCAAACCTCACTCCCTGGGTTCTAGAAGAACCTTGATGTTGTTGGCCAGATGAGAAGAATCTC<br>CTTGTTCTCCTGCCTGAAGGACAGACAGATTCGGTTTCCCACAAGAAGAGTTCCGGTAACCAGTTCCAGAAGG<br>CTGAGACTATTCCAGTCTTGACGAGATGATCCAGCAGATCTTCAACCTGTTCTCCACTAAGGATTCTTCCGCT<br>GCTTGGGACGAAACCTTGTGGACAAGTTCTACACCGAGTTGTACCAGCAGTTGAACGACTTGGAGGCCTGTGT<br>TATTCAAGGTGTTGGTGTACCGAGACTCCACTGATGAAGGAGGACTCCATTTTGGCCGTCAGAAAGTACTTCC<br>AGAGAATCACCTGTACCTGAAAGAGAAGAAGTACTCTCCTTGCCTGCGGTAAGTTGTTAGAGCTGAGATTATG<br>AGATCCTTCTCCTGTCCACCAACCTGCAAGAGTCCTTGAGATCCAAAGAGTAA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| trastuzumab       | >heavy chain<br>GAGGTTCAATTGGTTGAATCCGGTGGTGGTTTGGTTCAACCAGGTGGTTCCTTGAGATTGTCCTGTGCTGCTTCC<br>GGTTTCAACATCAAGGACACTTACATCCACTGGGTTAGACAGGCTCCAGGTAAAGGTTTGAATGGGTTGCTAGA<br>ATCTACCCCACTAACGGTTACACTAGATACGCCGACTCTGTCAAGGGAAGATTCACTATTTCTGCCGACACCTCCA<br>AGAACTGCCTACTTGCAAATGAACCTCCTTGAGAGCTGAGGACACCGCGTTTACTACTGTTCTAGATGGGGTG<br>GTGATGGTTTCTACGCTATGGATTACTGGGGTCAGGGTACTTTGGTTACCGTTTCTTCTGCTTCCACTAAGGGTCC<br>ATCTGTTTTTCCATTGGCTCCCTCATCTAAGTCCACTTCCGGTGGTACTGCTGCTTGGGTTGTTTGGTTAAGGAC<br>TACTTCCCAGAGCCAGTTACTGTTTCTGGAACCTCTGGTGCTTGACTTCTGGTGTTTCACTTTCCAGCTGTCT<br>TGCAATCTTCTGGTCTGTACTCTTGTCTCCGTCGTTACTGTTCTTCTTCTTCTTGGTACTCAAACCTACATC<br>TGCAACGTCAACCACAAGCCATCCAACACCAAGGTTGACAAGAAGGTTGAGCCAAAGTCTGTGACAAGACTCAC<br>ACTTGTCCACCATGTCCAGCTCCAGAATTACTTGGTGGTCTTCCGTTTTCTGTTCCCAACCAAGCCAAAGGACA<br>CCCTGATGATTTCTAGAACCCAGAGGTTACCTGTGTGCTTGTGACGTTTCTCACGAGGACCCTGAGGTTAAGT<br>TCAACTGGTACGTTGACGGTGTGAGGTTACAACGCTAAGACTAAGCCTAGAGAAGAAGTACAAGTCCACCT<br>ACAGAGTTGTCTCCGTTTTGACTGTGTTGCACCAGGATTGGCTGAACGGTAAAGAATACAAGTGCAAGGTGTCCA<br>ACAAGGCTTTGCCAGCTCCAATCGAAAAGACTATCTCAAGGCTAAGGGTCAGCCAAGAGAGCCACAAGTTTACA<br>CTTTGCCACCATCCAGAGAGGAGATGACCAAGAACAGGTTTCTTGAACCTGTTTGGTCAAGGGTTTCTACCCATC<br>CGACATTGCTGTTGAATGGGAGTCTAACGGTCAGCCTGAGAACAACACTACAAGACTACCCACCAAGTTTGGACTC<br>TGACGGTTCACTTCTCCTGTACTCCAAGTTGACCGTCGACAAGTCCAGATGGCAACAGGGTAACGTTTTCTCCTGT<br>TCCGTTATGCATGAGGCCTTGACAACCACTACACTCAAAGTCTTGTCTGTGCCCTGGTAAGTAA<br>>light chain<br>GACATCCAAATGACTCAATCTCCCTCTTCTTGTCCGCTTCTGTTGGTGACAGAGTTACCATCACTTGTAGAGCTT<br>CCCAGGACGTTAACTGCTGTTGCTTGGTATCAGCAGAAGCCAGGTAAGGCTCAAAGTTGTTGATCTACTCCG<br>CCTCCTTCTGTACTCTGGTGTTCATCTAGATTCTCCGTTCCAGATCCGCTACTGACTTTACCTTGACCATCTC<br>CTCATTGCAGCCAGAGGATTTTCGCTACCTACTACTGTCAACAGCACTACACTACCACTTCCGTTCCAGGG<br>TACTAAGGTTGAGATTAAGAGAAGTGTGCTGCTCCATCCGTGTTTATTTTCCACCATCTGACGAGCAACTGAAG<br>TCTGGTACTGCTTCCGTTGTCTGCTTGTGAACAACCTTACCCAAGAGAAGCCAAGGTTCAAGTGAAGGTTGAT<br>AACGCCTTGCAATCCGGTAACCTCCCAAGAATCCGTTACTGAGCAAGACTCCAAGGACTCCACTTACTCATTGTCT<br>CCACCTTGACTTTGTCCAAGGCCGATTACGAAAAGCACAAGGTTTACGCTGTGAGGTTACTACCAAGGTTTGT<br>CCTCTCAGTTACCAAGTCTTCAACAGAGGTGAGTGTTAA |

**Table S2.** Primer sequences for Sanger sequencing and qPCR

|        | <b>Target</b>                         | <b>Fwd primer sequence</b>       | <b>Rev primer sequence</b>   |
|--------|---------------------------------------|----------------------------------|------------------------------|
| Sanger | chr1_1703668_T_G<br>(X-33/Y-48124)    | GAGAAAGTTGGCCTCTATATTCC          | CTTCTGGGGTAAGGGTACC          |
| Sanger | chr2_1805135_G_A<br>(Y-12729)         | CCCTGTATTACTATCTAAACTG<br>TTAGAG | GCCTGCGCGTAGATATTC           |
| Sanger | chr3_1072726_T_C<br>(Y-7556/YB-4290)  | TATGCACGTTAGGAAGAAGATG           | AATCAAACAATTGGATAAA<br>GACCC |
| Sanger | chr3_1777595_G_C<br>(Y-48123)         | ATGTTCTCGTTCTCCATTTCTC           | CTGCCAAATCAAAAGGTCT<br>TAG   |
| Sanger | chr4_969066_A_G<br>(X-33)             | ACCTTACGAGCTTCATGG               | GCTTGGCCTACAAAACC            |
| qPCR   | hGH<br>(qPCR amplicon)                | ACCAGTTGGCTTTTCGACAC             | TGGAATGGACTCGGAGAAAC         |
| qPCR   | G-CSF<br>(qPCR amplicon)              | AAAGATCCAGGGTGATGGTG             | CTTGGGATGGACAAGAGGAC         |
| qPCR   | $\beta$ -actin<br>(qPCR amplicon)     | ATTGCTGAGCGTATGCAA               | CCACCGATCCATACGGAGTA<br>CT   |
| qPCR   | trastuzumab HC<br>(qPCR amplicon)     | TGGCTCCCTCATCTAAGTCC             | GCTGGGAAAGTGTGAACACC         |
| qPCR   | trastuzumab LC<br>(qPCR amplicon)     | GAACTGTTGCTGCTCCATCC             | CGTTATCAACCTTCCACTGAACC      |
| qPCR   | hGH ORF<br>(qPCR standard)            | ATGAGATTTCTTCAATTTTAC<br>TGCT    | TTAGAAACCACAGGAACCC          |
| qPCR   | G-CSF ORF<br>(qPCR standard)          | ATGAGATTTCTTCAATTTTAC<br>TGCT    | TGGTTGAGCCAAGTGTCT           |
| qPCR   | $\beta$ -actin ORF<br>(qPCR standard) | CGGTATGTGTAAGGCCGAT              | GAGGTGCACAATGGATGGTC         |
| qPCR   | trastuzumab HC ORF<br>(qPCR standard) | GAGGTTCAATTGGTTGAATCC            | CTTACCAGGGGACAGAG            |
| qPCR   | trastuzumab LC ORF<br>(qPCR standard) | GACATCCAAATGACTCAATCTC           | ACACTCACCTCTGTTGAAG          |

**Table S3.** GOseq gene set enrichment analysis for each phenotypic cluster under each condition.

**Condition A: 24h glycerol**

| Cluster 2 v. Cluster 1                         | Y-17741 v. Cluster 1 | Y-11430 v. Cluster 1              | GS115 v. Cluster 1                  | X-33 v. Cluster 1 |
|------------------------------------------------|----------------------|-----------------------------------|-------------------------------------|-------------------|
| rRNA processing_1.00e-28                       |                      | cytoplasmic translation_2.30e-32  | mitochondrial translation_1.40e-13  |                   |
| ribosomal large subunit biogenesis_2.16e-17    |                      | ribosome assembly_9.02e-06        | mitochondrion organization_5.55e-09 |                   |
| ribosomal small subunit biogenesis_4.29e-12    |                      | translational elongation_2.56e-04 |                                     |                   |
| ribosome assembly_1.01e-05                     |                      |                                   |                                     |                   |
| RNA modification_8.63e-05                      |                      |                                   |                                     |                   |
| ribosomal subunit export from nucleus_1.71e-04 |                      |                                   |                                     |                   |

**Condition B: 48h glycerol**

| Cluster 2 v. Cluster 1 | Y-17741 v. Cluster 1 | Y-11430 v. Cluster 1 | GS115 v. Cluster 1                                   | X-33 v. Cluster 1 |
|------------------------|----------------------|----------------------|------------------------------------------------------|-------------------|
|                        |                      |                      | cellular amino acid metabolic process_0.00e+00       |                   |
|                        |                      |                      | tRNA aminoacylation for protein translation_3.08e-04 |                   |

**Condition C: 24h glycerol + 24h methanol**

| Cluster 2 v. Cluster 1                         | Y-17741 v. Cluster 1                           | Y-11430 v. Cluster 1                           | GS115 v. Cluster 1                                              | X-33 v. Cluster 1             |
|------------------------------------------------|------------------------------------------------|------------------------------------------------|-----------------------------------------------------------------|-------------------------------|
| cytoplasmic translation_1.63e-25               | cellular amino acid metabolic process_3.73e-04 | monocarboxylic acid metabolic process_9.37e-05 | cellular amino acid metabolic process_5.11e-21                  | cellular respiration_1.49e-05 |
| cellular amino acid metabolic process_2.02e-07 |                                                |                                                | nucleobase-containing small molecule metabolic process_1.15e-05 |                               |
| ribosome assembly_3.69e-06                     |                                                |                                                | tRNA aminoacylation for protein translation_2.30e-04            |                               |
| mut pathway_3.69e-05                           |                                                |                                                |                                                                 |                               |
| translational elongation_6.21e-05              |                                                |                                                |                                                                 |                               |
| regulation of translation_2.89e-04             |                                                |                                                |                                                                 |                               |
| vitamin metabolic process_3.20e-04             |                                                |                                                |                                                                 |                               |

†Gene sets for which  $p < 0.05$  are listed, following by the Bonferroni-corrected p-value.

‡Cluster 1 includes Y-48124, Y-12729, and Y-48123; Cluster 2 includes Y-7556/YB-4290, YB-378, and YB-4289. Differential expression analysis was performed relative to Cluster 1 in all cases.

**Table S4.** Top 20 loadings of Principal Component 2, as determined by principal component analysis of all strains under Condition A.

| <b>PC2<br/>loading</b> | <b>Gene ID</b> | <b>Gene Sym</b> | <b>PC1<br/>loading</b> |
|------------------------|----------------|-----------------|------------------------|
| 0.084                  | GQ67_05114     | -               | -0.039                 |
| 0.081                  | GQ67_02654     | YDL218W         | -0.013                 |
| 0.067                  | GQ67_04920     | -               | 0.016                  |
| 0.060                  | GQ67_02261     | YFL040W         | -0.026                 |
| 0.052                  | GQ67_00061     | NIT1            | -0.056                 |
| 0.049                  | GQ67_05174     | -               | 0.004                  |
| 0.047                  | GQ67_00038     | -               | -0.009                 |
| 0.047                  | GQ67_05243     | -               | -0.010                 |
| 0.044                  | GQ67_04193     | -               | -0.003                 |
| 0.042                  | GQ67_01392     | FLO11-BSC1      | -0.026                 |
| -0.063                 | GQ67_04750     | -               | -0.021                 |
| -0.064                 | GQ67_03787     | -               | -0.057                 |
| -0.068                 | GQ67_04316     | -               | -0.037                 |
| -0.070                 | GQ67_02964     | -               | -0.049                 |
| -0.071                 | GQ67_04497     | CTR1            | 0.001                  |
| -0.078                 | GQ67_04112     | FRE1            | 0.009                  |
| -0.089                 | GQ67_05224     | PDR12           | -0.017                 |
| -0.090                 | GQ67_02712     | -               | -0.071                 |
| -0.092                 | GQ67_05326     | -               | -0.060                 |
| -0.113                 | GQ67_03591     | ZPS1            | -0.070                 |

**Table S5.** Reporter metabolite analysis on differentially expressed genes in GS115 relative to the other strains (X-33 and Y-48124 excluded).

| <b>Condition B: 48h glycerol</b>                |         |          |            |                               |
|-------------------------------------------------|---------|----------|------------|-------------------------------|
| NAME                                            | Z-SCORE | P-VALUE  | NEIGHBOURS | FUNCTIONAL GROUP              |
| <i>2-Oxo-3-hydroxy-4-phosphobutanoate</i>       | 7.21    | 2.81E-13 | 1          | <i>Pyridoxine Metabolism</i>  |
| 3-Phosphohydroxypyruvate                        | 5.76    | 4.23E-09 | 2          | Glycine and Serine Metabolism |
| <i>O-Phospho-4-hydroxy-L-threonine</i>          | 5.61    | 1.01E-08 | 2          | <i>Pyridoxine Metabolism</i>  |
| 2-Oxoglutarate                                  | 5.47    | 2.31E-08 | 25         | Transport, Nuclear            |
| O-Phospho-L-serine                              | 4.94    | 3.84E-07 | 2          | Glycine and Serine Metabolism |
| <i>L-Glutamate</i>                              | 4.51    | 3.21E-06 | 55         | <i>Pyridoxine Metabolism</i>  |
| Homocitrate                                     | 3.85    | 5.99E-05 | 3          | Transport, Mitochondrial      |
| <b>Condition C: 24h glycerol + 24h methanol</b> |         |          |            |                               |
| NAME                                            | Z-SCORE | P-VALUE  | NEIGHBOURS | FUNCTIONAL GROUP              |
| <i>2-Oxo-3-hydroxy-4-phosphobutanoate</i>       | 6.30    | 1.52E-10 | 1          | <i>Pyridoxine Metabolism</i>  |
| 3-Phosphohydroxypyruvate                        | 5.83    | 2.71E-09 | 2          | Glycine and Serine Metabolism |
| <i>O-Phospho-4-hydroxy-L-threonine</i>          | 5.13    | 1.46E-07 | 2          | <i>Pyridoxine Metabolism</i>  |
| Octadecynoyl-CoA                                | 4.68    | 1.45E-06 | 9          | Fatty Acid Biosynthesis       |
| Tetradecenoyl-CoA                               | 4.68    | 1.45E-06 | 9          | Fatty Acid Biosynthesis       |
| Hexadecenoyl-CoA                                | 4.68    | 1.45E-06 | 9          | Fatty Acid Biosynthesis       |
| Octadecenoyl-CoA                                | 4.68    | 1.45E-06 | 9          | Fatty Acid Biosynthesis       |
| <i>L-Glutamate</i>                              | 4.34    | 7.00E-06 | 55         | <i>Pyridoxine Metabolism</i>  |

†Only metabolites with p-value < 1E-04 are listed; no metabolites met this criterion under Condition A.

**Table S6.** GOseq gene set enrichment analysis for transgenic strains.

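GOseq tests whether a gene set holds more differentially expressed genes than chance gives, after allowing for the greater chance that long or highly counted transcripts are called. The Wallenius distribution approximates that biased draw, and the Bonferroni correction multiplies each p by the number of sets tested. The table compares pairs of strains within each product. Its footnote states that the clones of a strain were grouped, and does not state whether cultures or clones were the replicates.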

**rhGH-expressing strains**

| Y-48124 v. GS115                               | Y-48124 v. Y-11430 | Y-48124 v. X-33 | GS115 v. Y-11430                               | GS115 v. X-33                                  | Y-11430 v. X-33 |
|------------------------------------------------|--------------------|-----------------|------------------------------------------------|------------------------------------------------|-----------------|
| cellular amino acid metabolic process_1.59e-14 |                    |                 | cellular amino acid metabolic process_3.60e-11 | cellular amino acid metabolic process_6.06e-12 |                 |
| cytoplasmic translation_2.05e-09               |                    |                 | cytoplasmic translation_1.39e-05               | cytoplasmic translation_7.41e-09               |                 |
| ribosomal small subunit biogenesis_1.96e-04    |                    |                 | rRNA processing_3.69e-05                       | ribosomal small subunit biogenesis_8.25e-06    |                 |
|                                                |                    |                 |                                                | rRNA processing_1.55e-05                       |                 |

**rG-CSF-expressing strains**

| Y-48124 v. GS115                               | Y-48124 v. Y-11430                    | Y-48124 v. X-33 | GS115 v. Y-11430                              | GS115 v. X-33                                  | Y-11430 v. X-33 |
|------------------------------------------------|---------------------------------------|-----------------|-----------------------------------------------|------------------------------------------------|-----------------|
| cytoplasmic translation_2.56e-15               | methanol utilization pathway_2.47e-04 |                 | cellular amino acid metabolic process_3.2e-13 | cytoplasmic translation_4.59e-14               |                 |
| cellular amino acid metabolic process_1.99e-11 |                                       |                 |                                               | cellular amino acid metabolic process_5.03e-12 |                 |
| ribosomal small subunit biogenesis_1.25e-07    |                                       |                 |                                               |                                                |                 |
| rRNA processing_1.3e-07                        |                                       |                 |                                               |                                                |                 |
| ribosomal large subunit biogenesis_7.95e-05    |                                       |                 |                                               |                                                |                 |

†Gene sets for which  $p < 0.05$  are listed, following by the Bonferroni-corrected p-value.

‡Clones of a given strain were grouped together for differential expression analysis.

How the deposited data were processed for this re-analysis (not part of the article)

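RNA from 72 cultures was analysed, covering 4 strains, 2 products (rhGH and rhG-CSF), 3 clones per strain and product, and 3 cultures per clone, each sampled after 24 hr with glycerol and 24 hr with methanol. The strain, product, and clone of each library were taken from the sample labels, and the culture letter from the sample title. The columns of Y-11430 carry another name for the strain in the tables and were matched by clone number and culture letter.

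The authors prepared 3′ DGE libraries and quantified them with Salmon on 1 transcript per gene with an extension at the 3′ end, together with the transgenes. The deposited counts are whole numbers per gene without normalization. The methods do not state whether reads with the same molecular identifier were merged. The deposited log2 values are log2(TPM + 1), made by the authors from TPM values. Both tables list 5120 genes by GQ67 identifiers and 3 transgenes, and the marker is the transgene that the methods do not name in the transcript database. None of the identifiers occurs in the gene table of the species that was used here (0 matches), and Table S4 pairs 8 of them with names. Genes were otherwise left unnamed.

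Total counts ranged from 386665 to 33003281 per library, with a median of 1216780.5 in rhGH libraries and 1516792 in rhG-CSF libraries. Between 4832 and 5118 of the 5120 genes had at least 1 count in a library. A floor of 3 counts was taken as the smallest level that a library can show. Pairs of cultures of the same clone were compared by a chi-square test of their counts. The chi-square per degree of freedom was between 2.04 and 82.9 with a median of 4.81 over 72 pairs. The test takes each read as independent, so it covers counting error only, and copies of the same molecule can raise the ratio. Every library was kept.

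Counts were compared with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with TMM normalization, the filterByExpr filter, and Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05. The 36 libraries of a product entered 1 fit with a mean per strain, and the 9 cultures of a strain were its replicates. The paper's methods name DESeq2 with log-fold-change shrinkage. edgeR was set as the main test and DESeq2 as an alternative before the data were examined, and both are given. Treating cultures as replicates counts each clone 3 times, so counts summed by clone were run as another alternative. A fit over all 72 libraries tested whether the strain difference itself differed between the products.

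Levels of the transgenes were also compared on clone means of log2(TPM + 1) by two-sided exact permutation tests (SciPy 1.17.1). In rhG-CSF strains, the clones shown in Fig. 4a were compared first and all clones second. Other splits of whole clones were refitted, all 84 or 10 where there were no more and otherwise 100 drawn at random, to count how often a split gave as many genes.

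The alternatives set before the data were examined were DESeq2's size factors in edgeR, normalization without the transgenes, no filter on low counts, DESeq2 (1.42.0) with and without shrinkage, limma (3.58.1) on the log2(TPM + 1) values, the culture letter as a replicate block, counts summed by clone, only the strains compared in the fit, an absolute log2 fold change above 1, log2(CPM + 1) with a pseudocount of 1, and each clone left out in turn. One further alternative, without the library labelled X-33 rhGH 12A, was added after the data were seen. The culture letters are given by the sample titles and name different cultures, so they were not used as pairs in the main comparisons.

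A rule for naming genes in the text was set before the data were examined. It took the rhGH and rhG-CSF transgenes, the genes that the paper names for these strains, and in each product the 5 genes with the smallest adjusted p in Y-11430 against Y-48124 and X-33 whose 3 Y-11430 clone means lay on one side of the other 6. The marker, the genes paired by Table S4, and GQ67_03365 lie outside this rule. Because identifiers are not paired with names, at most 2 identifiers that rose and 2 that fell are printed. The rule meant to leave killer plasmid genes out, which was not possible by identifier. Tests planned for AOX1, GAS1, GAS2, the killer plasmid genes, and gene sets were not run for the same reason.

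The fits were tested on simulated counts in which 200 genes were changed. Each simulated culture was drawn independently, without differences between clones. The check therefore does not show how often unchanged genes are called when clones of a strain differ. In the edgeR fit, 187 of the 199 changed genes that were tested were called (94.0%), as were 13 of 4579 unchanged genes. With counts summed by clone, 180 of 200 were called, and in the fit of the difference between products, 165 of 200. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, and Matplotlib 3.10.9 were used for tables and plots. Strains without transgenes, titers, copy numbers, and genome sequences were not analysed here.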

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

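Except for thinning and the tests of reads from other libraries, the tests in this part were chosen after the results they bear on were seen. Of 64 groups of libraries examined for a single library far from the rest, 5 had one, against 3.2 given by chance.

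The library labelled X-33 rhGH 12A was far from the other X-33 rhGH libraries in GQ67_03002, with a log2(TPM + 1) of 7.17, and in GQ67_03365, with 5.25. On the axis between the other X-33 rhGH libraries and the Y-11430 rhGH libraries, its position was 0.886, inside the Y-11430 range and outside the X-33 range. After every library was thinned to the lowest total, its position was 0.905, so depth does not account for it. Without thinning, its mean log2 CPM over 6 genes with consecutive identifiers was 5.42, within the Y-11430 range of 5.35 to 6.56 and above the other X-33 libraries, at 0.24 to 1.67. These values are consistent with a mislabelled sample. A mixed sample with a smaller share of X-33 material cannot be told apart from that. The other cultures of the same clone did not share the pattern, so a difference between clones is not a candidate explanation, and no biological explanation was tested.

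The library GS115 rhG-CSF 14A had 33003281 counts, far above the other 8 libraries of its group. GQ67_00350 was highest in GS115 rhG-CSF 14C, at a log2(TPM + 1) of 8.29 against 7.72 to 7.95 in the other 8. Neither a technical nor a biological explanation was tested for these 2 values.

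The difference between Y-11430 and Y-48124 with X-33 itself differed between products for 584 genes (edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment), of which 250 had a higher and 334 a lower log2 fold change in rhGH strains. The balance was reversed with limma on log2(TPM + 1), at 534 higher and 117 lower, and without Y-11430 rhG-CSF clone 16, at 195 higher and 162 lower. In refits with only the strains compared, the real pair of splits of whole clones gave 621 genes. As many were found in 4 of 100 drawn pairs, the real pair included, and the largest other pair gave 844, more than the real one. The count was 641 without the library labelled X-33 rhGH 12A, so that library does not account for it. It was 357 without Y-11430 rhG-CSF clone 16 and 6 with counts summed by clone. The size of the count thus depended on single clones and on the unit of replication, and no biological explanation was tested.

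The marker transgene, on which the paper does not report, was higher in Y-11430 than in Y-48124 and X-33 in rhGH strains, with a log2 fold change of 2.03 (adjusted p = 1.01e-06 from edgeR with Benjamini-Hochberg adjustment). All 3 Y-11430 clones were above all 6 others. The log2 fold change was 1.96 after thinning, so depth does not account for it. It was 2.32 without the library labelled X-33 rhGH 12A. In that library the marker was at 8.88, above the other X-33 rhGH libraries (5.23 to 7.30). Keeping that library under its label could only shrink the difference, so leaving it out was no test of the rise. The rhGH level minus the marker level was lower in Y-11430, by a difference of clone means of -0.49 (two-sided exact permutation test, p = 0.0238). The rise was thus shared by both transgenes, though not equally. More integrated copies or higher transcription of both could give a shared rise. Copy numbers were not used here, and the paper concludes from its own that they did not explain the higher rhGH expression. In rhG-CSF strains, the log2 fold change of the marker was 1.16 (adjusted p = 0.0376 from edgeR with Benjamini-Hochberg adjustment). It was not past the threshold in 6 of 18 alternatives, counts summed by clone among them, and ranged from 0.49 to 1.99 with an adjusted p from 2.58e-04 to 0.580. The rise was not shared in GS115 rhGH strains, where the rhGH level minus the marker level exceeded that of Y-48124 and X-33 by 2.21.

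Reads were counted on the transgene that a library's strain does not carry. The median log2(TPM + 1) of the other product's transgene was 5.69 in rhGH libraries (68 counts at the median, lowest 20) and 5.52 in rhG-CSF libraries (75 counts at the median, lowest 20), each above the floor of 3 counts. It was highest among Y-11430 rhGH libraries in 22C, at 7.98. Table S2 lists the same forward primer for both open reading frames, so the transgenes share sequence at their start. The libraries count reads from the 3′ end, so sequence shared at the start would give few of them. Whether the transgenes share sequence at their 3′ end was not examined. If the counted reads came from shared sequence, the level would rise with that of the carried transgene across the 12 clones of a product. Spearman's rho was -0.238 in rhGH strains (Pearson's r -0.346), where no rise was seen, and 0.517 in rhG-CSF strains (Pearson's r 0.476). If a fixed number of reads came from other libraries, the level would fall as the library total rose. Spearman's rho was -0.385 in rhGH strains (Pearson's r -0.465) and -0.196 in rhG-CSF strains (Pearson's r -0.538). With 4 relations tested, none was resolved (permutation test of rho, Benjamini-Hochberg adjusted p 0.540 and 0.356 for the carried transgene, 0.441 and 0.540 for the total). Reads from other libraries therefore remain open, as do reads from shared sequence in rhG-CSF strains. In rhGH strains, the relation goes against reads from shared sequence without ruling them out.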

How the results depend on the processing

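Alternatives were set before the data were examined, apart from the fit without the library labelled X-33 rhGH 12A. Where a result changed, the cause was not tested.

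The rhGH log2 fold change of Y-11430 over Y-48124 and X-33 stayed past the threshold under all 19 alternatives, from 1.42 to 1.95. So did that of GS115 over the same strains, from 1.04 to 1.95. For Y-11430 against GS115 it stayed short of the threshold under all 15, from 0.0032 to 0.56. On log2(CPM + 1), the difference of clone means between Y-11430 and GS115 in rhGH changed sign, to -0.029. Y-48124 and X-33 were also compared with Y-11430 separately, with counts summed by clone. The rhGH log2 fold change of Y-11430 was then 1.67 over Y-48124 (adjusted p = 0.0238). Over X-33 it was 1.42 (adjusted p = 0.0675), short of the threshold of edgeR's test with Benjamini-Hochberg adjustment. The sum for X-33 clone 12 includes the library labelled X-33 rhGH 12A, and a fit summed by clone without it was not run. With cultures as replicates, the value over X-33 was 1.54 (adjusted p = 3.80e-04) with that library. It was 1.91 (adjusted p = 4.34e-07) without it, by the same edgeR test.

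The rhG-CSF results depended on the clones. With counts summed by clone, the log2 fold change of Y-11430 was 2.79 over Y-48124 and X-33 (adjusted p = 0.335) and 2.51 over GS115 (adjusted p = 0.137), no longer past the threshold of edgeR's test with Benjamini-Hochberg adjustment. Across alternatives, the adjusted p ranged from 2.54e-05 to 0.335 for the first and from 2.30e-04 to 0.232 for the second. Across fits that each left out one clone, the first ranged from 1.14 to 3.51 and the second from 0.86 to 3.70. GS115 over Y-48124 and X-33 ranged from -0.92 to 1.00.

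Counts of genes called moved with the unit of replication and the size of change. With counts summed by clone, Y-11430 against Y-48124 and X-33 gave 531 genes in rhGH strains and 12 in rhG-CSF strains, in place of 872 and 952. Y-11430 against GS115 in rhG-CSF strains gave 1629 in place of 2936. Genes called in both products numbered 9 in place of 212, and genes of the interaction 6 in place of 584. With an absolute log2 fold change above 1, the counts were 128, 1409, and 1536 in rhGH strains (Y-11430 against Y-48124 and X-33, Y-11430 against GS115, GS115 against Y-48124 and X-33), 213, 1172, and 1561 in rhG-CSF strains, and 18 in both products. With Y-48124 and X-33 compared separately, 52 genes were called in both products.

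Between Y-48124 and X-33 in rhGH strains, 0 genes were called (277 at an unadjusted p under 0.05), and 3 with DESeq2, with or without shrinkage. In rhG-CSF strains, 3 were called (492 at an unadjusted p under 0.05), 16 with DESeq2, with or without shrinkage, 5 with limma, 204 with only these strains in the fit, and 0 with counts summed by clone or an absolute log2 fold change above 1.

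Across fits that each left out one clone, Y-11430 against Y-48124 and X-33 gave 569 to 871 genes in rhGH strains and 125 to 1507 in rhG-CSF strains, with 125 the fit without Y-11430 clone 16. Y-48124 against X-33 gave 0 to 2 genes in rhGH strains and 0 to 26 in rhG-CSF strains. Genes called in both products ranged from 38 to 326 and genes of the interaction from 357 to 854.

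With limma on log2(TPM + 1), the share of higher genes moved. In rhGH strains it was 81.5% in place of 54.9% for Y-11430 against Y-48124 and X-33, 28.9% in place of 50.2% for Y-11430 against GS115, and 77.1% in place of 52.8% for GS115 against Y-48124 and X-33, and the medians of all genes were 0.17, -0.36, and 0.56. In rhG-CSF strains it was 50.9% in place of 65.9%, 33.9% in place of 50.2%, and 64.1% (the first setting gave 54.2%), with medians of 0.0074, -0.22, and 0.25.

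With the culture letter as a replicate block, the log2 fold change of Y-11430 over Y-48124 and X-33 was 1.64 for rhGH and 2.78 for rhG-CSF, and 895 and 887 genes were called. The deviations of same-letter cultures had a mean correlation of 0.019 in rhGH strains and 0.0051 in rhG-CSF strains, so the letters did not pair the cultures.

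Among single genes, limma changed the sign of YFL040W in rhG-CSF strains (-0.26) and of FLO11-BSC1 (0.038), CTR1 (0.14), and PDR12 (0.048) in rhGH strains. The 3 rhGH values were near 0 and rose by about as much as the median of all genes (0.03 to 0.17), so their change of sign says nothing about these genes in particular. With one clone left out, CTR1 (-0.23 to 0.055) and ZPS1 (-0.25 to 0.010) in rhGH strains, and FLO11-BSC1 (-0.25 to 0.39), PDR12 (-0.41 to 0.092), and YFL040W (-0.14 to 0.95) in rhG-CSF strains crossed 0. Over 464 fits of single genes, 12 changed sign, 15 were weaker, and 11 stronger.

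The planned tests of AOX1, GAS1, GAS2, killer plasmid genes, and gene sets were not run. Normalization left out the transgenes, and not the killer plasmid genes, for the same reason. Depth limits the rhGH comparisons of X-33 and Y-48124 most, where the lowest totals were 386665 and 439803.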

Differences from the paper's values

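The paper gives a 2-fold higher rhGH transgene expression in Y-11430 than in Y-48124 and X-33, and the counts gave 3.08-fold. Among the alternatives set before the data were examined, the gap closed with DESeq2 with shrinkage (2.96-fold), which the paper's methods name, with counts summed by clone (2.92-fold), and without X-33 clone 14 (2.67-fold), Y-11430 clone 25 (2.98-fold), or Y-48124 clone 12 (2.88-fold), where the larger value was less than 1.5 times the paper's. It did not close with DESeq2's size factors (3.07-fold), normalization without the transgenes (3.08-fold), no filter on low counts (3.09-fold), DESeq2 without shrinkage (3.07-fold), limma on log2(TPM + 1) (3.87-fold), the replicate block (3.12-fold), only the strains compared (3.08-fold), or the other clones left out (3.09-fold to 3.55-fold). Without the library labelled X-33 rhGH 12A, chosen after seeing the values, it was 3.52-fold. None of these settings reached the paper's value itself. The levels in Fig. 4a did not differ from those here. Read by eye, rhGH log2 levels there were 13 in Y-11430 and 11 in Y-48124, and here they were 12.93 and 11.00. The gap thus concerns the fold stated in the text, and not the plotted levels of these 2 strains.

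The paper states that GAS1 and GAS2 were the only genes outside the killer plasmids that differed between Y-11430 and Y-48124 with X-33 in both products. Here 212 genes were called in both products in the same direction, and killer plasmid genes were not removed from them. The number was 18 with an absolute log2 fold change above 1, 9 with counts summed by clone, and 243 with DESeq2 with shrinkage. It was 52 with Y-48124 and X-33 compared separately, as Table S6 pairs the strains, and 38 without Y-11430 rhG-CSF clone 16. The paper's text gives no threshold for calling a gene, so a count by the same criteria could not be made. Whether GAS1 and GAS2 are among the genes called was not analysed here.

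The paper concludes that transcription across the cell was not higher in Y-11430, and that the rise was limited to transgene expression. It also reports single genes that differed between these strains, such as GAS1 and GAS2. Counts give shares of a library, so they do not test transcription across the cell, and the numbers here bear on single genes only. Here 479 genes were called higher and 393 lower in rhGH strains, and the marker transgene was higher by a log2 fold change of 2.03. With counts summed by clone, 264 were higher and 267 lower.

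The paper states that GS115 had rhG-CSF transcription similar to that of Y-11430, and also that GS115 did not share the higher rhG-CSF transcription of Y-11430. Here the log2 fold change of Y-11430 over GS115 was 2.51 (adjusted p = 0.00199 from edgeR with Benjamini-Hochberg adjustment). With counts summed by clone, or without Y-11430 clone 16, it was not past the threshold.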

Other observations

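In this part, the level of 6 genes with consecutive identifiers and the refits of pairs of splits were chosen after the results were seen, as was the 5% limit for reading the refits of single comparisons, which were themselves planned. The test without clone 16 followed from the comparison of labels.

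Other splits of the same clones were refitted with only the libraries compared. For Y-11430 against Y-48124 and X-33 in rhGH strains, 1 of 84 splits, the real one, gave as many genes (807), and the largest other split gave 138. For GS115 against Y-48124 and X-33, it was 1 of 84 in both products. In rhG-CSF strains, 5 of 84 splits gave as many genes as Y-11430 against Y-48124 and X-33 (1072), and the largest other split gave 1338, so the number of genes called there cannot be told apart from differences between single clones. For Y-11430 against GS115, 1 of 10 splits gave as many in each product, and for Y-48124 against X-33, 10 of 10 in rhGH strains and 3 of 10 in rhG-CSF strains, where 10 splits cannot give a share under 0.05. For genes called in both products in the same direction, 1 of 100 drawn pairs of splits gave as many.

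More genes separated GS115 from Y-11430 than Y-11430 from Y-48124 and X-33. In rhGH strains, 2541 genes were called between GS115 and Y-11430 after thinning to the lowest total and 3119 without the 100 most counted genes, against 634 and 818 between Y-11430 and Y-48124 with X-33. In rhG-CSF strains, these were 2714 and 2854 against 785 and 897. Neither depth nor the most counted genes account for the difference, and other technical explanations, such as culture density, were not tested. A hypothesis is that it may reflect the histidine auxotrophy and poor growth that the paper describes for GS115.

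Each library was compared with the mean of each strain group (Y-11430, GS115, and Y-48124 with X-33) over genes chosen in the other product. Of 72 libraries, 10 were nearest to a group other than that of their label, namely the library labelled X-33 rhGH 12A and all 9 Y-11430 rhG-CSF libraries. Among the Y-11430 rhG-CSF libraries, the cultures of clone 16 were nearest to GS115, and those of clones 12 and 13 to Y-48124 with X-33. For the 9 Y-11430 rhG-CSF libraries, the mean log2 CPM of 6 genes with consecutive identifiers, called in rhGH strains, was 3.13 to 6.52. It was 0 to 1.96 in the other 27 rhG-CSF libraries. Thus 0 of the 9 were in the range of the others, which goes against a mislabelled sample. When clone 16 was left out, 0 of the 6 remaining Y-11430 libraries were nearest to another group. This is consistent with clone 16 being apart from the other clones of its strain and shifting their mean.

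Y-11430 rhG-CSF clone 16 also stood apart in its transgenes. Its rhG-CSF level minus its marker level was 9.57 on the log2 scale, and 4.32 to 6.91 in the other 11 rhG-CSF clones. No explanation was tested.

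Table S4 pairs 8 identifiers with names for strains without transgenes grown with glycerol. In the transgenic strains grown with methanol, 3 of them were called in rhG-CSF strains between Y-11430 and Y-48124 with X-33 by edgeR's test with Benjamini-Hochberg adjustment. These were ZPS1 (log2 fold change 1.57, adjusted p = 1.44e-06), CTR1 (0.77, adjusted p = 7.52e-05), and FRE1 (0.63, adjusted p = 0.00120). In rhGH strains, YFL040W was called (1.51, adjusted p = 0.00383). With counts summed by clone, the adjusted p was 0.141 for ZPS1, 0.336 for CTR1, and 0.369 for FRE1. The component in Table S4 is the one by which the paper sets GS115 apart. For Y-11430 against GS115, the largest log2 fold changes of the 8 were in NIT1 and PDR12. They were -5.80 and 4.81 in rhGH strains, and -5.18 and 4.33 in rhG-CSF strains, all called by the same edgeR test. FLO11-BSC1 and YFL040W were not called against GS115 in either product.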
